# Loss of hepatic *Flcn* protects against fibrosis and inflammation by activating autophagy pathways

**DOI:** 10.1038/s41598-021-99958-7

**Published:** 2021-10-28

**Authors:** Mathieu Paquette, Ming Yan, Josué M. J. Ramírez-Reyes, Leeanna El-Houjeiri, Marco Biondini, Catherine R. Dufour, Hyeonju Jeong, Alain Pacis, Vincent Giguère, Jennifer L. Estall, Peter M. Siegel, Étienne Audet-Walsh, Arnim Pause

**Keywords:** Liver diseases, Transcription factors

## Abstract

Non-alcoholic fatty liver disease (NAFLD) is the most frequent liver disease worldwide and can progress to non-alcoholic steatohepatitis (NASH), which is characterized by triglyceride accumulation, inflammation, and fibrosis. No pharmacological agents are currently approved to treat these conditions, but it is clear now that modulation of lipid synthesis and autophagy are key biological mechanisms that could help reduce or prevent these liver diseases. The folliculin (FLCN) protein has been recently identified as a central regulatory node governing whole body energy homeostasis, and we hypothesized that FLCN regulates highly metabolic tissues like the liver. We thus generated a liver specific *Flcn* knockout mouse model to study its role in liver disease progression. Using the methionine- and choline-deficient diet to mimic liver fibrosis, we demonstrate that loss of *Flcn* reduced triglyceride accumulation, fibrosis, and inflammation in mice. In this aggressive liver disease setting, loss of *Flcn* led to activation of transcription factors TFEB and TFE3 to promote autophagy, promoting the degradation of intracellular lipid stores, ultimately resulting in reduced hepatocellular damage and inflammation. Hence, the activity of FLCN could be a promising target for small molecule drugs to treat liver fibrosis by specifically activating autophagy. Collectively, these results show an unexpected role for *Flcn* in fatty liver disease progression and highlight new potential treatment strategies.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is a disease spectrum characterized by triglyceride accumulation in hepatocytes and is associated with obesity, insulin resistance, type 2 diabetes, and dyslipidemia^1^. Initially exhibiting NAFLD, approximately one-third of patients will progress toward non-alcoholic steatohepatitis (NASH)^2^. Furthermore, approximately one-third of patients with NASH will progress to cirrhosis and final liver dysfunction^3,4^. There is currently no pharmacological agent approved to treat NASH or to slow its progression^5,6^. The only proven treatments are weight loss and increased physical activity, with fibrosis improvement in only 10–20% of patients^5,6^.

NASH is characterized by hepatocellular injury, immune cell-mediated inflammation, and progressive liver fibrosis^7^. The accumulation of lipid intermediates within hepatocytes causes lipotoxicity, cellular stress, and eventually cell death via distinct mechanisms^7^. Fatty acid modulates cell signaling, disrupts metabolic homeostasis, and induces ER stress^8,9^. Chronic liver injury eventually leads to fibrosis as a consequence of chronic wound-healing responses initiated by dying hepatocytes^10^. In a healthy state, wound-healing restores liver function and structure by recruiting liver progenitor populations and inflammatory cells, which can release angiogenic and matrix remodeling factors^11^. In NASH, wound-healing is perpetual, and the persistent inflammation prevents the termination of the process thus perpetuating fibrogenesis and inflammation^10^. Therefore, regulation of the lipid content is crucial to maintain liver homeostasis.

AMP-activated protein kinase (AMPK) is a master regulator of cellular energy metabolism and key transducer of metabolic inputs that can stimulate the switch from lipogenesis, an anabolic ATP-consuming process, to the catabolism of fatty acids and generation of energy^12^. In the recent years, a causal role of the mechanistic target of rapamycin (mTOR) signaling pathway has also been linked to hepatic steatosis^13,14^. mTOR is a serine/threonine kinase found in two distinct complexes, mTORC1 and mTORC2, that controls various biosynthetic pathways^15^. These include autophagy and lipid metabolism, two biological pathways that are known to be tightly linked to the transition from a healthy liver to NAFLD and NASH^7,15,16^. Consequently, there was hope that inhibition of mTOR with rapalogs such as rapamycin could reduce steatosis, notably by restoring autophagy^13,14^. However, more recent studies indicate that long term treatment with these inhibitors induce liver damage and enhance tumorigenesis^17,18^. In that settings, we searched for a new therapeutic target linked to the AMPK and mTOR signaling pathways but for which its modulation would not cause long-term side effects such as rapalogs.

Folliculin (*Flcn*) loss of function has been studied in nematodes and various tissues of knockout mice, showing that *Flcn* loss leads to a chronic activation of AMPK with surprisingly beneficial effects^19–23^. For example, mice with *Flcn* knockout specifically in skeletal muscle developed a pronounced metabolic shift towards oxidative phosphorylation, increased mitochondrial biogenesis, and red colored muscles^21^. Similarly, mice with conditional *Flcn* knockout in adipocytes developed resistance to high-fat diet (HFD)-induced obesity as well as browning of white adipocytes and increased mitochondrial activity in brown fat^22,23^. In addition, FLCN is also a crucial mTORC1 regulator^24,25^. FLCN is a GTPase activating protein (GAP) toward the Rags GTPase C and D, two important proteins required for mTORC1 localization on the lysosomes. Therefore, *Flcn* loss prevents the activation of mTORC1 on the lysosomal membrane and activates autophagy, without affecting the mRNA translation machinery^23,26^. Still, little is known about how FLCN regulates a highly metabolic tissue such as the liver and, more specifically, the potential role of FLCN in liver fibrosis progression has never been investigated.

In this study, we generated a liver specific *Flcn* knockout mouse model challenged with a methionine/choline deficient, high fat, high sucrose (MCD) diet, mimicking transition to liver fibrosis in vivo. We demonstrate that liver-*Flcn* KO mice were protected from MCD-induced triglyceride accumulation and liver damage. Importantly, loss of *Flcn* in liver tissue resulted in increased autophagic activity and nuclear localization of TFE3 and TFEB, reduced fibrosis, and reduced inflammation, underlying potential mechanisms for liver fibrosis protection. Altogether, these results identified FLCN as a novel potential therapeutic target for NAFLD and NASH.

## Results

### Hepatic loss of *Flcn* protects against high fat diet stimulated NAFLD

To study the role of FLCN in the liver, we generated a liver-specific *Flcn* KO (liver-*Flcn*^−/−^) mouse model by crossing *Flcn*^lox/lox^ mice with albumin-cre^+/−^ mice (Fig. 1A and supplemental Fig. 1A,B)^22^. Liver-*Flcn*^−/−^ mice were born at the expected Mendelian frequency, displayed no developmental defects, survived without difficulty, were fertile, and had similar weights compared with wild-type mice at weaning (4 weeks of age).

**Figure 1:**
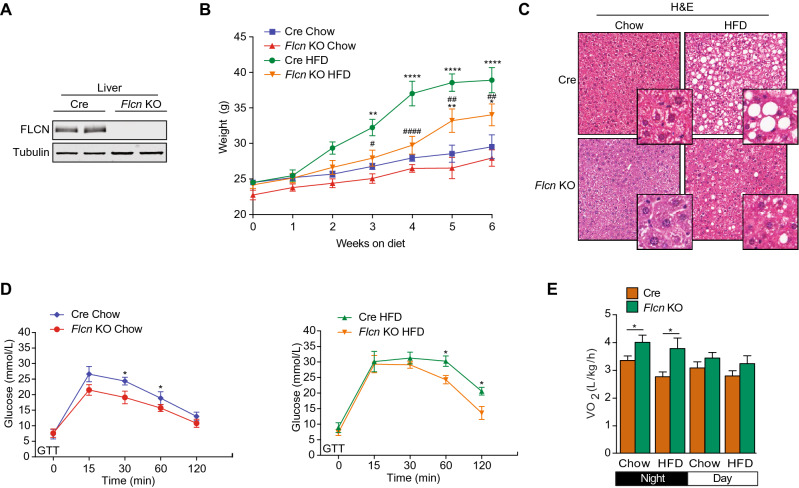
Hepatic loss of *Flcn* protects against high fat diet stimulated NAFLD. (**A**) Western blot detection of hepatic FLCN protein levels from 3-month-old mice fed standard chow. Full-length blots are presented in Supplementary Fig. 5. (**B**) Mouse body weight when fed either on chow or high fat diet (HFD) over a period of 6 weeks (mean ± SEM, two-way ANOVA, *P < 0.05; **P < 0.01; ****P < 0.0001 compared to Cre-chow, ^#^P < 0.05; ^##^P < 0.01; ^####^P < 0.0001 compared to Cre-HFD; n = 6 mice per condition). (**C**) H&E stainings in liver sections of mice fed either chow or high-fat diet (HFD) over a period of 6 weeks. Images are representative of 6 mice per condition. (**D**) Blood glucose during a GTT in chow or HFD-fed mice following a 16-h fast and intraperitoneal glucose administration of 2 g per kg of body weight (mean ± SEM, two-way ANOVA, *P < 0.05; ***P < 0.001; n = 6 mice per condition). (**E**) Quantification of metabolic cage analysis of mice fed chow or a HFD for 2 months. Circadian VO_2_ consumption levels during a 12 h light: 12 h dark cycle (mean ± SEM, two-way ANOVA, **P < 0.01; ****P < 0.0001; n = 6 mice per condition).

We initially established whether *Flcn* loss in the liver affects whole-body metabolism by feeding them either normal chow or a high fat diet (HFD) containing 60% kcal from fat for 6 weeks. Control mice (Cre mice) gained significantly more weight than liver-*Flcn*^−/−^ mice (~ 50% vs ~ 20%, respectively) on a HFD challenge (Fig. 1B). Hematoxylin and eosin (H&E) staining revealed a strong reduction in fat droplets in livers of *Flcn* KO mice when challenged with HFD compared to Cre mice (Fig. 1C). To understand how liver-specific loss of *Flcn* protected against HFD-induced obesity, we then examined if it improved systemic energy metabolism. First, glucose and insulin tolerance tests showed that loss of *Flcn* in hepatocytes significantly increased glucose uptake and enhanced insulin responsiveness, respectively, under both chow and a HFD regimen (Fig. 1D and supplemental Fig. 1C). Secondly, we employed the use of metabolic cages capable of simultaneously measuring animal food intake, physical activity and energy expenditure. Mice fed either chow or HFD were examined individually in metabolic cages. Liver-*Flcn*^−/−^ mice were found to be more active during the dark phase of the circadian cycle concomitant with increased maximal oxygen consumption (VO_2_) compared to Cre controls independent of diet (Fig. 1E and supplemental Fig. 1D). Together, the data suggest that the increased energy expenditure and metabolic activity of liver-*Flcn*^−/−^ mice are underlying factors in the resistance of these animals to HFD-induced obesity. Hence, loss of *Flcn* specifically in the liver improved metabolic homeostasis and prevented weight gain in a diet-induced obesity model.

### *Flcn* loss protects against MCD diet-induced fibrosis and inflammation

Since liver phenotypes associated with a HFD are highly associated with obesity and whole-body insulin resistance, the effects observed in this experimental setting may have been an indirect consequence of reduced adiposity. To test whether protection against steatosis and NAFLD was due to cell-autonomous effects of *Flcn* KO in hepatocytes, we investigated whether loss of hepatic *Flcn* was also protective in a model of liver fibrosis that does not cause weight gain or insulin resistance. To this end, we subjected Cre and liver-*Flcn*^−/−^ mice to an MCD diet for six weeks. The MCD diet is a classical dietary model of liver fibrosis. Although the diet comprises high sucrose (46%) and fat (10%), it lacks methionine and choline, which are indispensable for hepatic mitochondrial β-oxidation and very low-density lipoprotein (VLDL) synthesis. This diet is a model of a metabolic challenge and results in a significant and rapid onset of a NASH-like phenotype with fibrosis, inflammation, oxidative stress, and liver cell death^27^. As previously described^28^, we show that this diet induced significant weight loss (Supplemental Fig. 2A).

As seen for mice under HFD (Fig. 1), hepatic loss of *Flcn* protected against hepatic lipid accumulation in mice under the MCD diet, as shown with the H&E staining (Fig. 2A). Indeed, specific quantification of the total triglycerides in the liver tissue also showed a significant reduction in fat accumulation in *Flcn* KO livers (Fig. 2B). There was no significant difference in serum triglycerides, serum total cholesterol, serum free cholesterol, and serum cholesterol esters between Cre and liver-*Flcn*^−/−^ mice (Fig. 2C and Supplemental Fig. 2B–D). These results suggest that liver-specific loss of *Flcn* reduces fat accumulation not through increased fat export into the blood. Levels of alanine transaminase (ALT), a hepatic enzyme released following liver damage due to hepatocyte death, increased significantly in Cre mice under MCD diet, an effect blunted in liver-*Flcn*^−/−^ mice, thus supporting their protection against liver damage (Fig. 2D).

**Figure 2:**
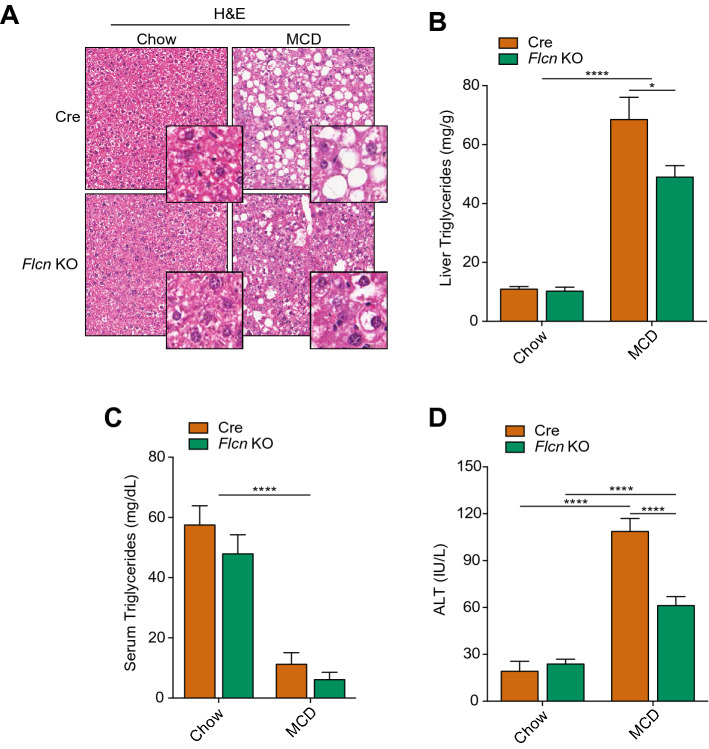
*Flcn* loss reduces MCD diet-induced liver triglyceride accumulation and liver damage. (**A**) H&E staining in liver sections of mice fed either chow or methionine/choline deficient diet (MCD) over a period of 6 weeks. Images are representative of 8 mice per condition. (**B**) Liver triglycerides quantification in mice fed as described in (**A**) (mean ± SEM, two-way ANOVA, *P < 0.05; **P < 0.01; ****P < 0.0001; n = 8 mice per condition). (**C**) Serum triglycerides quantification in mice fed as described in (**A**) (mean ± SEM, two-way ANOVA, *P < 0.05; ****P < 0.0001; n = 8 mice per condition). (**D**) Alanine transaminase (ALT) quantification in mice fed as described in (**A**) (mean ± SEM, two-way ANOVA, **P < 0.01; ****P < 0.0001; n = 8 mice per condition).

One hallmark of NASH is fibrosis, which generates liver damage and eventually leads to hepatocyte death and liver dysfunction^7^. In our mouse model, relative mRNA transcript levels of genes related to fibrosis were induced in Cre mice fed the MCD diet, but generally to a lower extent in liver-*Flcn*^−/−^ mice (Fig. 3A). Sirius Red staining also revealed that fibrosis was aggravated in Cre mice challenged on the MCD diet, but this effect was diminished in liver-*Flcn*^−/−^ mice (Fig. 3B, quantified in C). Immunohistochemistry staining of ⍺-smooth muscle actin (⍺-SMA), a fibrosis-related marker, was significantly increased in Cre mice challenged with the MCD diet and again loss of *Flcn* was protective (Fig. 3D, quantified in E). Finally, immunohistochemistry staining of 4-Hydroxynonenal (4-HNE), a lipid peroxidation marker, was significantly increased in Cre mice challenged with the MCD diet but diminished in liver-*Flcn*^−/−^ mice (Fig. 3F, quantified in G). Taken together, these results demonstrate that liver-specific loss of *Flcn* protects against fibrosis.

**Figure 3:**
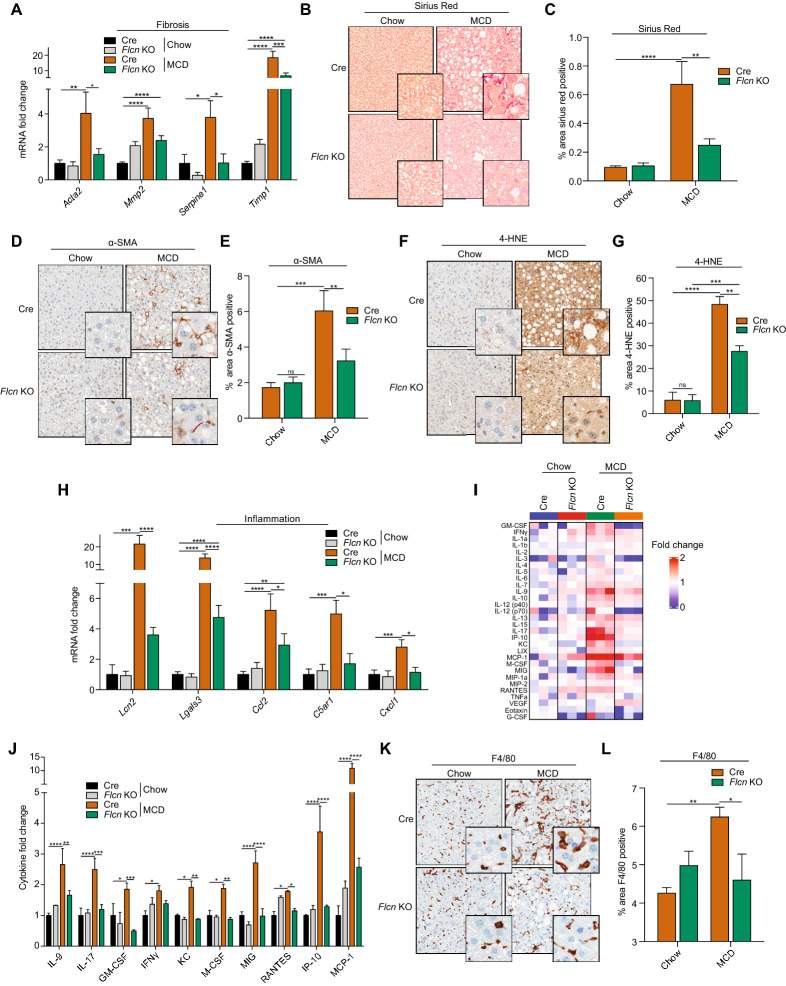
*Flcn* loss reduces MCD diet-induced fibrosis and inflammation. (**A**) Relative quantitative real‐time PCR analysis of fibrosis-related genes mRNA transcript levels in livers of mice fed either on chow or methionine/choline deficient diet (MCD) over a period of 6 weeks (mean ± SEM of the RNA fold change of indicated mRNAs; two-way ANOVA, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; n = 8 mice per condition). (**B**) Sirius red staining in liver sections of mice fed as described in (**A**). Images are representative of 6 mice per condition. (**C**) Quantification of the sirius staining in liver sections of mice fed as described in (**A**) (mean ± SEM, two-way ANOVA, **P < 0.01; ****P < 0.0001; n = 6 mice per condition). (**D**) α-SMA Immunohistochemistry (IHC) staining in liver sections of mice fed as described in (**A**). Data are representative of 4 mice per condition. (**E**) Quantification of α-SMA IHC staining in liver sections of mice fed as described in (**A**) (mean ± SEM, two-way ANOVA, **P < 0.01; ***P < 0.001; n = 4 mice per condition). (**F**) 4-HNE Immunohistochemistry (IHC) staining in liver sections of mice fed as described in (**A**). Data are representative of 4 mice per condition. (**G**) Quantification of 4-HNE IHC staining in liver sections of mice fed as described in (**A**) (mean ± SEM, two-way ANOVA, **P < 0.01; ***P < 0.001, ****p < 0.0001; n = 4 mice per condition). (**H**) Relative quantitative real‐time PCR analysis of inflammation-related genes mRNA transcript levels in livers of mice fed as described in (**A**) (mean ± SEM of the RNA fold change of indicated mRNAs; two-way ANOVA, *P < 0.05, **P < 0.01, ****P < 0.0001; n = 8 mice per condition). (**I-J**) Mouse cytokines and chemokines quantification in liver homogenates of mice fed as described in (**A**) (mean ± SEM, two-way ANOVA, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; n = 3 mice per condition). (**K**) F4/80 Immunohistochemistry (IHC) staining in liver sections of mice fed as described in (**A**). Data are representative of 4 mice per condition. (**L**) Quantification of F4/80 IHC staining in liver sections of mice fed as described in (**A**) (mean ± SEM, two-way ANOVA, *P < 0.05; **P < 0.01; n = 4 mice per condition).

NASH development is conjointly characterized by increased inflammation that contributes to liver damage and disease progression. In our mouse model, relative mRNA transcript levels of genes involved in inflammation were lower in liver-*Flcn*^−/−^ mice compared to Cre mice when fed the MCD diet (Fig. 3H). Using a mouse protein cytokine array, we determined the cytokine and chemokine secretion profiles in mouse livers. Cytokine protein levels were higher in Cre mice challenged with the MCD diet compared to liver-*Flcn*^−/−^ mice (Fig. 3I,J). More specifically, some macrophage chemo-attractants (RANTES, MCP-1, IP-10) were induced in Cre mice fed the MCD diet but to a lesser extent in liver-*Flcn*^−/−^ mice (Fig. 3J). Normal livers are infiltrated by specialized macrophages that contribute to inflammation when activated. Notably, immunohistochemistry staining of F4/80, a marker of murine macrophages, was increased in Cre mice fed the MCD diet, but were not increased in liver-*Flcn*^−/−^ mice (Fig. 3K, quantified in L). Collectively, our data indicates that liver-specific loss of *Flcn* reduces fibrosis and inflammation in mice challenged with the MCD diet.

### *Flcn* loss activates autophagy in a mouse model of liver fibrosis

This protective impact on inflammation and fibrosis following loss of *Flcn* prompted us to investigate the molecular signature of liver-*Flcn*^−/−^ mice responsible for the protective phenotype using high-throughput whole-transcriptome sequencing (mRNA-seq). 

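Liver mRNA of 22 mice was sequenced as single-end reads, 1 library per mouse, from 6 Cre mice and 5 liver-*Flcn*-/- mice on chow and from 5 Cre mice and 6 liver-*Flcn*-/- mice on the MCD diet. Cre mice carry Albumin-Cre and wild-type *Flcn*, so both genotypes express the recombinase in hepatocytes. Mice were 6 weeks old when the MCD diet began and stayed on it for 6 weeks. The authors aligned the trimmed reads with STAR and deposited the number of reads that HTSeq counted on each of 55573 genes of GRCm38, without normalization. Adapters with unique molecular identifiers were ligated, but the paper's text names no step that collapses reads on them, so whether the counts are of reads or of molecules is open. Between 21388384 and 28322713 raw reads per mouse are listed in Supplemental Table 1. Reads counted on genes ranged from 15276157 to 19417246 in Cre mice on chow (median 17889283.5) and from 18201287 to 21144388 in Cre mice on MCD (median 19092932). In liver-*Flcn*-/- mice they ranged from 13751347 to 19645473 on chow (median 18282455) and from 16616132 to 20706657 on MCD (median 19039129.5). The 14062 genes with a mean count of at least 10 over all libraries were normalized for library size with edgeR's TMM method and are given as CPM (counts scaled to a common library size). All 4 groups were fitted together, and genes were tested with edgeR's two-sided quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes, which is meant by adjusted p from edgeR. Exact permutation tests on log2 CPM were two-sided and compared 6 mice with 5, for which 0.00216 is the smallest p.
*Flcn* (ENSMUSG00000032633) lies on the minus strand of chromosome 11 from 59791408 to 59810016. On chow it had 31.7 ± 4.91 CPM (SD, n = 6) in Cre mice and 20.4 ± 2.78 CPM (SD, n = 5) in liver-*Flcn*-/- mice. The log2 fold change was −0.63 (SE 0.173, adjusted p = 0.025 from edgeR), and every liver-*Flcn*-/- mouse was below every Cre mouse (exact permutation p = 0.00216). The 6 Cre mice on chow had 27.7, 31.5, 32.0, 26.1, 32.7 and 40.2 CPM, and the 5 liver-*Flcn*-/- mice had 24.2, 20.0, 16.7, 19.4 and 21.8 CPM. On MCD *Flcn* had 29.2 ± 8.42 CPM (SD, n = 5) in Cre mice and 26.0 ± 5.13 CPM (SD, n = 6) in liver-*Flcn*-/- mice. That difference, a log2 fold change of −0.16, was within the spread between mice (SE 0.17, adjusted p = 0.57 from edgeR; exact permutation p = 0.56). Whether the genotype difference depends on the diet is open, as the interaction of genotype and diet did not pass (0.47, SE 0.242, adjusted p = 0.24 from edgeR). The 5 Cre mice on MCD had 31.7, 18.2, 39.9, 32.5 and 23.6 CPM, and the 6 liver-*Flcn*-/- mice had 28.0, 23.8, 32.6, 17.6, 25.3 and 29.0 CPM. With the replicate number as a block the log2 fold change on MCD was −0.21, where same-numbered mice of these groups had a mean correlation of 0.129. Among the alternatives, leaving out the 5 chow libraries with a low uniquely mapped share moved the difference on chow most, to −0.55 (adjusted p = 0.24; the alternatives ranged from 0.0074 to 0.24). The call on chow was also lost with the block (adjusted p = 0.053 from edgeR). With single mice left out it was lost in 3 of the 22 fits (adjusted p up to 0.068). The counts include RNA of liver cells other than hepatocytes, which Albumin-Cre does not target.

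**Figure D1:**
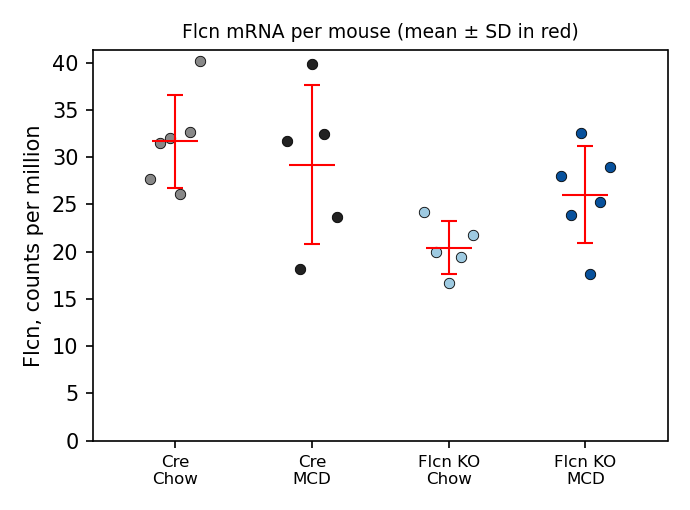
*Flcn* expression in CPM (vertical axis) for each mouse (points) in the 4 groups, with the mean ± SD in red. On chow the 5 liver-*Flcn*-/- mice lie between 16.7 and 24.2 CPM, under the 6 Cre mice at 26.1 to 40.2 CPM, and on MCD the groups overlap.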

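Differentially responsive genes were those that passed an adjusted p of 0.05 and an absolute log2 fold change of 1 with MCD in either genotype and whose log2 fold changes differed between genotypes by more than 1. They were clustered on z-scores of log2 CPM over all 22 livers with Euclidean distance and complete linkage, since the paper's text names no distance or linkage, and the tree was divided into 3 clusters. Cluster 2 is the one with the largest loss of the MCD response in liver-*Flcn*-/- mice, and of the remaining clusters number 1 has the more positive MCD response in Cre mice. Cluster 1 held 44 genes, with a median log2 fold change with MCD of 0.09 in Cre mice and 1.86 in liver-*Flcn*-/- mice. Between genotypes on the same diet, 15 of the 44 genes had an adjusted p from edgeR under 0.05 on chow and 25 on MCD, where all 25 were higher in liver-*Flcn*-/- mice. The interaction of genotype and diet passed for 11 of them. Cluster 3 held 288 genes, with a median log2 fold change with MCD of −1.43 in Cre mice and −1.52 in liver-*Flcn*-/- mice. Of these, 162 passed both thresholds downward in Cre mice and 205 in liver-*Flcn*-/- mice. The genotypes differed for 65 of the 288 genes on chow and for 100 on MCD, and the interaction passed for 118.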

Unsupervised hierarchical clustering highlighted three distinct patterns of gene expression changes (Fig. 4A, Supplemental Table 1), clusters 1 and 3 not being affected by the *Flcn* status. Interestingly, cluster 2 highlighted genes whose expression was induced in Cre mice receiving the MCD diet but that were not increased in liver-*Flcn*^−/−^ mice (Fig. 4A,B). 

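Cluster 2 held 897 genes. With MCD, 893 of them passed both thresholds upward in Cre mice, with a median log2 fold change of 2.15. In liver-*Flcn*-/- mice 190 of the 897 genes passed upward and 10 downward, and the median log2 fold change was 0.38. The mean z-score of the cluster was −0.91 in Cre mice on chow, 0.99 in Cre mice on MCD, −0.15 in liver-*Flcn*-/- mice on chow and 0.21 in liver-*Flcn*-/- mice on MCD. Tested one by one, 430 of the 897 genes had an adjusted p from edgeR under 0.05 for the interaction. The smaller response of liver-*Flcn*-/- mice had a part on each diet: on chow 833 genes were higher in liver-*Flcn*-/- mice than in Cre mice, 209 of them past the same threshold, and on MCD 788 were lower, 407 of them past it. Because genes enter the cluster through the size of the difference, these counts describe the cluster and do not test it. Of the 897 genes 280 had their highest value in 1 liver, Cre MCD 3, and from 52 to 204 in each other Cre liver on MCD; of all 1229 differentially responsive genes 302 were highest in Cre MCD 3. Skeletal muscle genes are among them: of 15 examined, all highest in that liver, cluster 2 holds 14, and further muscle genes in the cluster were not counted. Ward's linkage gave 825 genes and average linkage 942 genes in cluster 2. Leaving out single livers, an alternative added after the values were seen, moved the size from 221 to 987 genes.

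**Figure D2:**
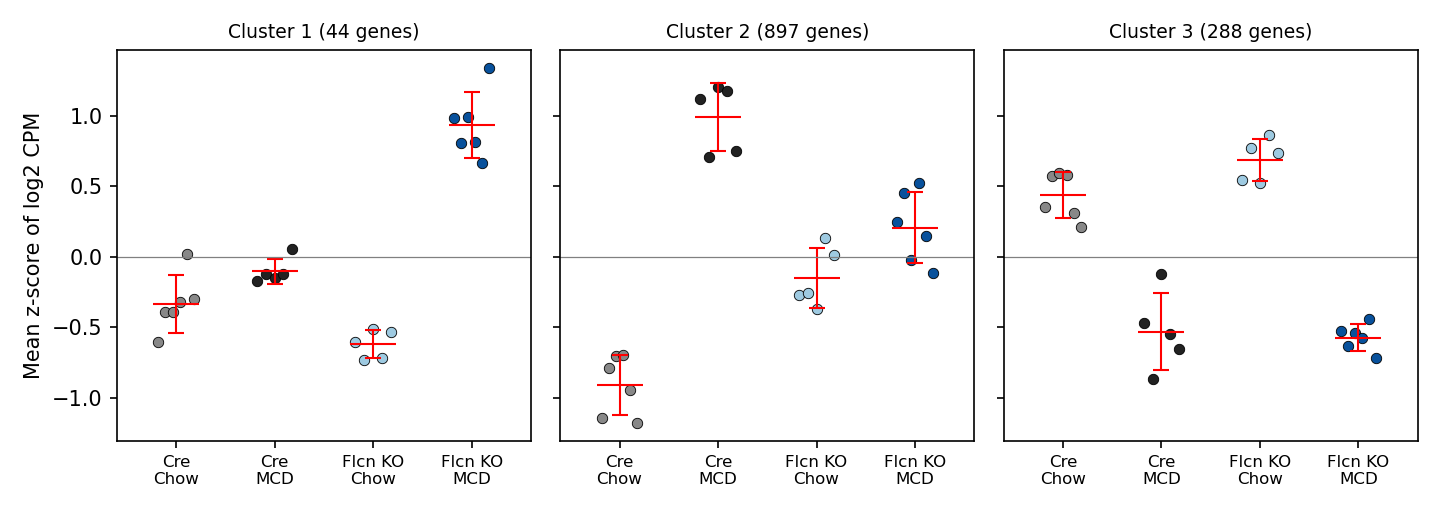
Mean z-score of log2 CPM (vertical axis) of the genes of clusters 1, 2 and 3 in each liver (points) of the 4 groups, with the mean ± SD of each group in red. In cluster 2 the mean rises from −0.91 to 0.99 with MCD in Cre mice and from −0.15 to 0.21 in liver-*Flcn*-/- mice.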

Gene enrichment analysis using GO Enrichr revealed the major pathways differentially affected in this cluster by the diet and the genotypes (Fig. 4C). 

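The GO terms of Fig. 4C were not used here. In their place cluster 2 was compared with 7 lists of genes by one-sided Fisher's exact tests against all 14062 tested genes and with adjustment over the 7 lists. The lists were written before the data were examined, though after part of Supplemental Table 1 had been read. Of the 897 genes in the cluster 893 rose with MCD in Cre mice, so a list that the diet induces overlaps with it for that reason too. Against all tested genes, these tests do not separate induction by the diet from an effect of the genotype. Of 122 extracellular matrix genes 39 were in cluster 2, against 7.78 from the sizes alone (odds ratio 7.16, adjusted p = 2.9e-17). Of 98 mitosis genes 62 were in it, against 6.25 (odds ratio 27.1, adjusted p = 6.6e-49), and of 104 inflammation genes 32, against 6.63 (odds ratio 6.73, adjusted p = 5.9e-14). The 55 lipolysis genes and the 55 lipogenesis genes each had 5 members in the cluster, against 3.51 (adjusted p = 0.38). None of 57 autophagy genes and 4 of 74 lysosome genes were in it, against 3.64 and 4.72 (adjusted p = 1 and 0.82). In place of the lists stood Reactome's sets for extracellular matrix organization, the mitotic cell cycle and cytokine signaling in the immune system. They had 180, 379 and 200 tested genes. The cell cycle set is wider than the mitosis list, and the cytokine set is not a set of inflammation genes. Cluster 2 held 47 genes of the matrix set (adjusted p = 9.4e-17) and 57 of the cell cycle set (adjusted p = 1.6e-09). It held 18 genes of the cytokine set (adjusted p = 0.088). Leaving out single livers, added after the values were seen, moved the overlaps most: to between 5 and 44 matrix, 0 and 67 mitosis and 2 and 38 inflammation genes, and 1, 3 and 2 of the 22 fits no longer passed. Over all alternatives, these fits included, the adjusted p ranged from 1.5e-24 to 0.30 for the matrix genes, from 6.7e-57 to 1 for the mitosis genes and from 7.8e-18 to 1 for the inflammation genes.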

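The fibrosis genes *Acta2*, *Mmp2* and *Timp1* were measured in each liver. *Acta2* (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590) encodes smooth muscle actin, a marker of activated stellate cells. It had 1.82 ± 1.20 CPM in Cre mice on chow (SD, n = 6) and 7.86 ± 4.62 CPM on MCD (SD, n = 5), and in liver-*Flcn*-/- mice 1.82 ± 1.81 CPM (SD, n = 5) and 1.86 ± 0.953 CPM (SD, n = 6). The log2 fold change with MCD was 2.09 in Cre mice (SE 0.552, adjusted p = 0.0027 from edgeR) and 0.01 in liver-*Flcn*-/- mice (adjusted p = 0.99), and the interaction did not pass (−2.09, SE 0.789, adjusted p = 0.10). On MCD *Acta2* was lower in liver-*Flcn*-/- mice (log2 fold change −2.07, adjusted p = 0.011 from edgeR), and stayed between −2.39 and −1.65 with each mouse left out in turn. Cre MCD 3, which had the largest *Acta2* value of all livers, 15.8 CPM, also had the most RNA of skeletal muscle genes. *Mmp2* (ENSMUSG00000031740, chromosome 8, 92827291 to 92853420), a matrix metalloproteinase, rose from 2.20 ± 0.632 to 6.76 ± 1.49 CPM in Cre mice and stayed at 3.99 ± 1.79 and 3.97 ± 0.68 CPM in liver-*Flcn*-/- mice (SD, same n). Its response differed between genotypes (interaction −1.62, SE 0.341, adjusted p = 0.0062 from edgeR), through a higher level in liver-*Flcn*-/- mice on chow (0.85, adjusted p = 0.034) and a lower one on MCD (−0.76, adjusted p = 0.028). *Timp1* (ENSMUSG00000001131, chromosome X, 20870166 to 20874735), an inhibitor of metalloproteinases, had at most 1 count in any Cre mouse on chow. It was at least 10.0-fold higher in Cre mice on MCD (2.06 ± 0.94 CPM), and rose from 0.197 ± 0.107 to 0.741 ± 0.403 CPM in liver-*Flcn*-/- mice (log2 fold change 1.89, adjusted p = 0.0029 from edgeR). Its interaction (adjusted p = 0.014 from edgeR; with the replicate number as a block 0.053, and 0.0027 to 0.10 over the alternatives) rests on the counts at the floor in Cre mice on chow, while the difference on MCD (log2 fold change −1.45, adjusted p = 0.0089) does not. With the replicate number as a block (mean correlation of same-numbered mice on MCD 0.129), the genotype difference on MCD was −2.04 for *Acta2*, −0.69 for *Mmp2* and −1.30 for *Timp1*. Over the alternatives other than leaving out single mice, the adjusted p for that difference was at most 0.013, 0.046 and 0.036. With single mice left out it was at most 0.038 for *Acta2* and 0.036 for *Timp1*, and for *Mmp2* it reached 0.072 and no longer passed in 6 of the 22 fits.

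**Figure D3:**
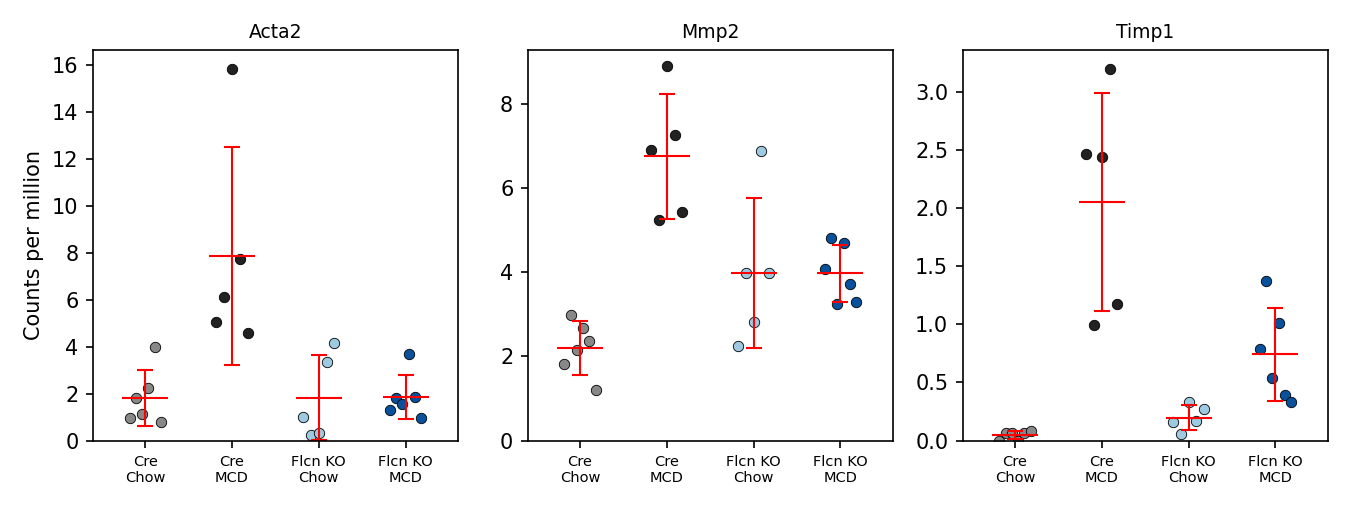
Expression in CPM (vertical axes) of *Acta2*, *Mmp2* and *Timp1* for each mouse (points) in the 4 groups, with the mean ± SD in red. On MCD each gene's mean is lower in liver-*Flcn*-/- mice than in Cre mice, and 1 Cre mouse on MCD stands at 15.8 CPM of *Acta2*.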

The most significantly affected biological pathway was extracellular matrix organization, which represents genes involved in fibrosis development typically observed in NASH, such as *Acta2*, *Mmp2*, *Serpine1*, and *Timp1* (as validated by qRT-PCR and consistent with histology experiments in Fig. 3). Other important pathways affected include mitotic sister chromatid segregation, sister chromatic segregation, and mitotic nuclear division. These genes are generally induced in regenerating livers following injury^29^. Moreover, pathways involved in inflammation such as neutrophil activation and cellular response to cytokine stimulus were differentially expressed. 

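The list of 98 mitosis genes holds mitotic kinesins, kinases and checkpoint genes and genes of the kinetochore, spindle, condensin and cytokinesis. In Cre mice 77 of the 98 genes rose with MCD at an adjusted p under 0.05 from edgeR and 7 fell, and in liver-*Flcn*-/- mice 7 rose and 6 fell. Gene by gene the interaction passed for 20, all with a smaller response in liver-*Flcn*-/- mice. Adjusted over the 98 genes alone, 56 passed with a smaller response in liver-*Flcn*-/- mice and 3 with a larger one. Most of these genes were expressed at low levels, and with at least 10 counts required in every library the median difference between genotypes in the response of the genes left was −0.53.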

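Of the 104 inflammation genes, 58 rose and 15 fell with MCD in Cre mice at an adjusted p under 0.05 from edgeR, and 20 rose and 26 fell in liver-*Flcn*-/- mice. The interaction passed for 28 of them, or for 52 when adjusted over the list alone, all with a smaller response in liver-*Flcn*-/- mice. *Ccl2* (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) encodes a chemokine that attracts monocytes. It had 0.656 ± 0.265 CPM in Cre mice on chow (SD, n = 6) and 6.70 ± 2.76 CPM on MCD (SD, n = 5), and 1.47 ± 0.47 CPM (SD, n = 5) and 3.36 ± 1.47 CPM (SD, n = 6) in liver-*Flcn*-/- mice. Its log2 fold change with MCD was 3.32 in Cre mice and 1.19 in liver-*Flcn*-/- mice, and the interaction was −2.13 (SE 0.518, adjusted p = 0.015 from edgeR). The interaction was −2.10 for *Ccl5* (adjusted p = 0.0033) and −2.03 for *Cxcl10* (adjusted p = 0.0089), both from edgeR. The interaction did not pass for *Lcn2* (−2.56, adjusted p = 0.062), *Lgals3* (−1.36, adjusted p = 0.053), *C5ar1* (−1.35, adjusted p = 0.063) or *Cxcl1* (−0.95, adjusted p = 0.38), which all had a smaller response in liver-*Flcn*-/- mice. Each of these genes passed under some alternatives. With single mice left out they passed in 2, 3, 1 and 1 of the 22 fits. Over the other alternatives the adjusted p was 8.2e-04 to 0.14 for *Lcn2* and 0.015 to 0.30 for *Lgals3*. For *C5ar1* it was 0.015 to 0.16 and for *Cxcl1* 0.012 to 0.48. The 5 neutrophil marker genes that could be tested rose with MCD by a median log2 fold change of 2.87 in Cre mice and 1.73 in liver-*Flcn*-/- mice, and the interaction passed for 0 of them (2 at an unadjusted p under 0.05). The 7 markers of monocyte-derived macrophages rose by 2.08 and 0.66, and the interaction passed for 6 of these.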

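The response of a whole list to the diet was compared between genotypes with limma's camera test on the interaction, with an inter-gene correlation of 0.01 and adjustment over 8 set tests. Extracellular matrix genes had a median log2 fold change with MCD of 0.78 in Cre mice and −0.15 in liver-*Flcn*-/- mice. Their median difference between genotypes was −0.94 and the difference was negative for 110 of 122 genes (adjusted p = 1.1e-21). For inflammation genes the medians were 0.66 and −0.18, the median difference was −0.88 and 89 of 104 genes had a negative difference (adjusted p = 1.0e-17). Mitosis genes had medians of 1.99 and 0.10, a median difference of −1.84 and a negative difference for 89 of 98 genes (adjusted p = 3.1e-17). Reactome's sets, which differ in content from the lists, moved these medians most. The median was −0.13 for the cytokine signaling set in place of inflammation and −0.05 for the mitotic cell cycle set in place of mitosis. Across the alternatives the adjusted p ranged from 4.7e-26 to 8.4e-04 for the matrix genes, from 9.4e-21 to 1.1e-04 for inflammation and from 1.8e-27 to 0.016 for mitosis. Most genes of each list were already higher in liver-*Flcn*-/- mice on chow, so a part of each median difference lay on that diet. There 97 of 122 matrix genes were higher, by a median of 0.33, and 11 passed upward and 0 downward in edgeR. Of the mitosis genes 79 of 98 were higher, by a median of 0.76, with 0 passing upward and 2 downward. Of the inflammation genes 73 of 104 were higher, by a median of 0.29.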

Overall, genes involved in fibrosis, inflammation and mitotic cell cycle were induced in mice fed the MCD diet but to a lesser extent in *Flcn* KO mice (Fig. 4D–F). Concurrently, no significant changes in expression between Cre and *Flcn* KO mice were detected for pathways involved in lipolysis (GO:0016042) and lipogenesis (GO:0008610) (Supplemental Fig. 3A–C).

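On MCD the genotypes were compared for 55 lipolysis and 55 lipogenesis genes, since the members of the GO terms were not used here. By camera, lipolysis genes had a median log2 fold change between liver-*Flcn*-/- and Cre mice of −0.16, with 34 of 55 genes lower in liver-*Flcn*-/- mice (adjusted p = 0.45). Lipogenesis genes had a median of −0.19, also with 34 of 55 lower (adjusted p = 0.26). Single genes did differ: at an adjusted p under 0.05 from edgeR, 6 lipolysis genes were higher and 10 lower in liver-*Flcn*-/- mice, or 6 and 11 when adjusted over the list alone, and 6 lipogenesis genes were higher and 6 lower, or 7 and 7 over the list. None of the lipid genes of Supplemental Fig. 3C (*Abhd6*, *Acsl5*, *Apoa4*, *Creb1*, *Dbi*, *Fabp1*, *Irs1* and *Plin5*) passed on MCD. The lowest adjusted p among them was 0.078 from edgeR, for *Dbi* (log2 fold change −0.33, SE 0.125; exact permutation p = 0.069). On chow *Apoa4* was higher in liver-*Flcn*-/- mice (1.53, SE 0.371, adjusted p = 0.011 from edgeR). That call was lost in 1 of the 22 fits with single mice left out (adjusted p = 0.051). It was also lost in 1 of the 9 other alternatives (adjusted p = 0.28). With the replicate number as a block (mean correlation of same-numbered mice 0.129) the medians on MCD were −0.09 and −0.13. Over the alternatives the adjusted p ranged from 0.19 to 0.68 for lipolysis and from 0.13 to 0.46 for lipogenesis. From Fig. 4D–F the paper concludes that MCD induced the fibrosis, inflammation and mitotic genes less in *Flcn* KO mice, and from Supplemental Fig. 3A–C it reports no significant changes detected for the lipid pathways.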

**Figure 4:**
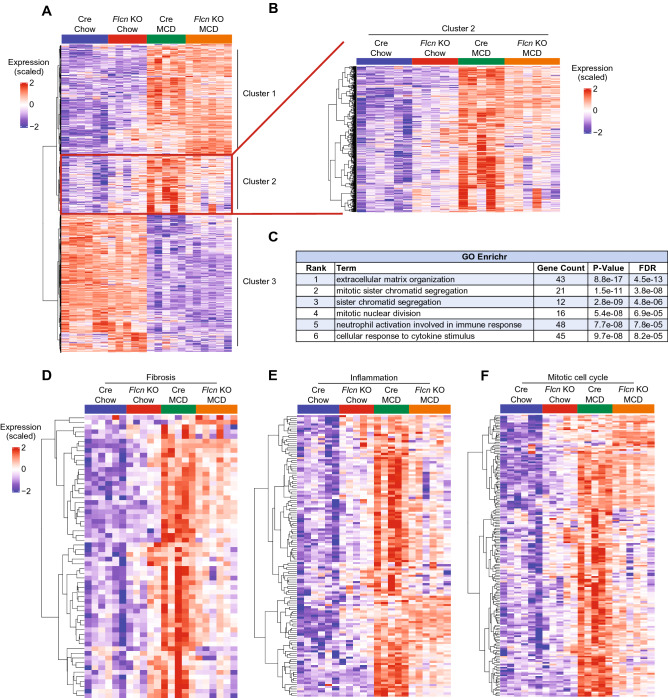
RNA-seq reveals major pathways affected by *Flcn* loss. (**A,B**) Unsupervised hierarchical clustering following RNA-seq analysis in livers of mice fed either chow or methionine/choline deficient diet (MCD) over a period of 6 weeks. (**C**) Gene enrichment analysis using GO Enrichr. (**D**) Unsupervised hierarchical clustering following RNA-seq analysis of fibrosis-related genes (GO:0030198). (**E**) Unsupervised hierarchical clustering following RNA-seq analysis of inflammation-related genes (GO:0006954). (**F**) Unsupervised hierarchical clustering following RNA-seq analysis of mitotic cell cycle-related genes (GO:0000278).

Emerging data supports a role of autophagy in the liver to regulate intracellular lipid stores and energy homeostasis. Autophagy is an important process in which the cells degrade its own content by sequestering cargoes inside the lysosomes. Degradation of these cargoes inside the lysosome is a multistep process that can be regulated by master transcription factors such as Transcription Factor EB (TFEB) and Transcription Factor Binding To IGHM Enhancer 3 (TFE3)^15,30^. The best described regulator of TFEB and TFE3 is the mTOR Complex 1 (mTORC1). Under non-stress conditions, mTORC1 phosphorylates TFEB and TFE3, resulting in cytoplasmic sequestration and inhibition of their activity^15^. Conversely, nutrient starvation induced inhibition of mTORC1 removes the repressive phosphorylation on TFEB and TFE3, resulting in their nuclear translocation and activation of a panel of genes involved in autophagy^15^. We and others have shown that FLCN is a negative regulator of TFEB and TFE3 and positive regulator of mTORC1^23,31–33^. Moreover, FLCN exhibits GTPase-activating protein (GAP) activity upon nutrient replenishment targeting the Ras-related GTPase C and Ras-related GTPase D (RagC/D) resulting in mTORC1 activation, inhibition of TFEB and TFE3 nuclear translocation, and impaired autophagy and lysosomal function^24,25^.

Unsupervised hierarchical clustering of autophagy-related genes from our RNA-seq data revealed an important effect of the diet (Autophagy clusters A1 and A3, Fig. 5A), but also highlighted a subset of genes induced in liver-*Flcn*^−/−^ mice (Autophagy cluster A2, Fig. 5A-B). 

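The 20 genes that Fig. 5B lists for autophagy cluster A2 were all above the filter on low counts. On MCD all 20 were higher in liver-*Flcn*-/- mice, by a median log2 fold change of 0.43 (0.06 to 1.47), and 17 had an adjusted p under 0.05 from edgeR. Adjusted over the 20 genes alone, 18 passed, and with the replicate number as a block (mean correlation of same-numbered mice 0.129) 15 did. On chow 17 were higher, by a median of 0.22, and 5 passed, or 7 over the list alone. That number was 3 to 5 with single mice left out and 1 to 5 over the other alternatives. As the list is the paper's own choice from these livers, it describes the genes and does not test the choice. *Ctsa* (ENSMUSG00000017760, chromosome 2, 164832873 to 164841032), the gene of a lysosomal protease, had 151 ± 13.5 CPM in Cre mice and 335 ± 65.2 CPM in liver-*Flcn*-/- mice on chow (SD, n = 6 and 5), and 189 ± 22.5 and 482 ± 58.8 CPM on MCD (SD, n = 5 and 6). Its log2 fold change between genotypes was 1.15 on chow and 1.35 on MCD (SE 0.119 and 0.123, adjusted p = 1.1e-06 and 2.5e-07 from edgeR), and all liver-*Flcn*-/- mice were above all Cre mice on each diet (exact permutation p = 0.00216). *Depp1* (ENSMUSG00000048489, chromosome 6, 116650609 to 116652794) was higher in liver-*Flcn*-/- mice on MCD (1.47, SE 0.338, adjusted p = 0.0048 from edgeR) and did not pass on chow (0.91, adjusted p = 0.087). *Ctsf* (ENSMUSG00000083282, chromosome 19, 4855130 to 4860918) had the same pattern (0.68, SE 0.13, adjusted p = 0.0011 on MCD; 0.39, adjusted p = 0.063 on chow). A longer list of 57 autophagy genes, 13 of them also in Fig. 5B, had a median log2 fold change of 0.11 on MCD, with 38 genes higher in liver-*Flcn*-/- mice (camera, adjusted p = 0.0013; 8.0e-06 to 0.48 over the alternatives). With the block its median was 0.08. Without those 13, an alternative added after the values were seen, the median of the other 44 genes on MCD was 0.02, with 25 higher (adjusted p = 0.48). On chow the median of the 57 genes was −0.05, with 21 higher and 36 lower, 2 and 4 of them at an adjusted p under 0.05 from edgeR. In the same added alternative the 44 genes were lower in liver-*Flcn*-/- mice on chow. Their median there was −0.09, with 10 higher and 34 lower (camera, adjusted p = 0.014). In Cre mice 6 of the 57 genes rose and 20 fell with MCD at an adjusted p under 0.05 from edgeR, and in liver-*Flcn*-/- mice 13 rose and 10 fell.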

Relative mRNA transcript levels of autophagy-related genes mRNA, such as *Ctsa*, *Depp1*, and *Ctsf*, were significantly increased in liver-*Flcn*^−/−^ mice compared to Cre mice, while the diet had no effect (Fig. 5C). These genes are generally involved in lysosome/autophagosome maturation and activation, which can reduce hepatocellular injury and inflammation by clearing damaged or misfolded proteins and suppressing transcription or maturation of pro-inflammatory cytokines^34^. Immunoblot analysis additionally revealed higher protein levels of p62 in Cre mice challenged with the MCD diet, suggesting impaired autophagy, while *Flcn* loss reduced p62 protein levels (Fig. 5D, quantified in E). p62 mRNA transcript levels were induced in liver-*Flcn* KO but were unaffected by the diet (Fig. 5F). Therefore, the change in p62 protein levels is unlikely to be due to regulation at the mRNA level of p62. 

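*Sqstm1* (ENSMUSG00000015837), the gene of p62, lies on the minus strand of chromosome 11 from 50199366 to 50210827. In the RNA-seq counts it had 456 ± 52.0 CPM in Cre mice on chow (SD, n = 6), 830 ± 241 CPM in Cre mice on MCD (SD, n = 5), 443.1 ± 23.1 CPM in liver-*Flcn*-/- mice on chow (SD, n = 5) and 810 ± 80.6 CPM in liver-*Flcn*-/- mice on MCD (SD, n = 6). With MCD the log2 fold change was 0.87 in both genotypes (SE 0.137 and 0.139, adjusted p = 1.7e-05 and 3.3e-05 from edgeR), and in each every mouse on MCD was above every mouse on chow (exact permutation p = 0.00216). Between genotypes it was −0.04 on chow (SE 0.137, adjusted p = 0.90 from edgeR; exact permutation p = 0.70) and −0.03 on MCD (SE 0.137, adjusted p = 0.90; exact permutation p = 0.96), both within the spread between mice. The interaction of genotype and diet was 0.01 (adjusted p = 0.99 from edgeR). With the replicate number as a block (mean correlation of same-numbered mice on MCD 0.129) the difference on MCD was 0.01. Across the alternatives the adjusted p between genotypes ranged from 0.77 to 1 on chow and from 0.42 to 1 on MCD. The legend of Fig. 5F gives n = 5 per condition and the groups hold 6, 5, 5 and 6 libraries, and the libraries used for the figure are not identified. Library by library, Cre mice on chow had 536, 423, 458, 473, 464 and 380.1 CPM, Cre mice on MCD 909, 1193, 548, 783 and 717 CPM, liver-*Flcn*-/- mice on chow 459, 403, 443.02, 452 and 458 CPM, and liver-*Flcn*-/- mice on MCD 947, 743, 871, 767, 768 and 765 CPM.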

To further assess autophagy induction in a *Flcn* KO model, we measured autophagy flux in mouse embryonic fibroblasts (MEFs) in the absence and presence of BafA1 and Chloroquine, two compounds known to pharmacologically block autophagosome-lysosome fusion. *Flcn* loss in this cell line increased autophagy flux upon autophagy blockade, as measured by higher LC3-II accumulation in *Flcn* KO after treatment with BafA1 and Chloroquine (Fig. 5G, quantified in H). We also measured LC3 levels in liver protein lysates from mice fed either the chow or the MCD diet. We show that *Flcn* KO mice had higher LC3-I and LC3-II levels in both diets, suggesting functional and active autophagy (Supplemental Fig. 4A, quantified in B and C). Furthermore, the major transcription factors regulating autophagy and lysosome biogenesis, TFE3 and TFEB, were localized in the nuclei of hepatocytes, which correlated with increased autophagy in *Flcn* KO mice (Fig. 5I–L). Taken together, our data suggest that targeting *Flcn* improves resistance to fibrosis and inflammation, possibly by inducing autophagy when challenged with a liver fibrosis-inducing diet.

**Figure 5:**
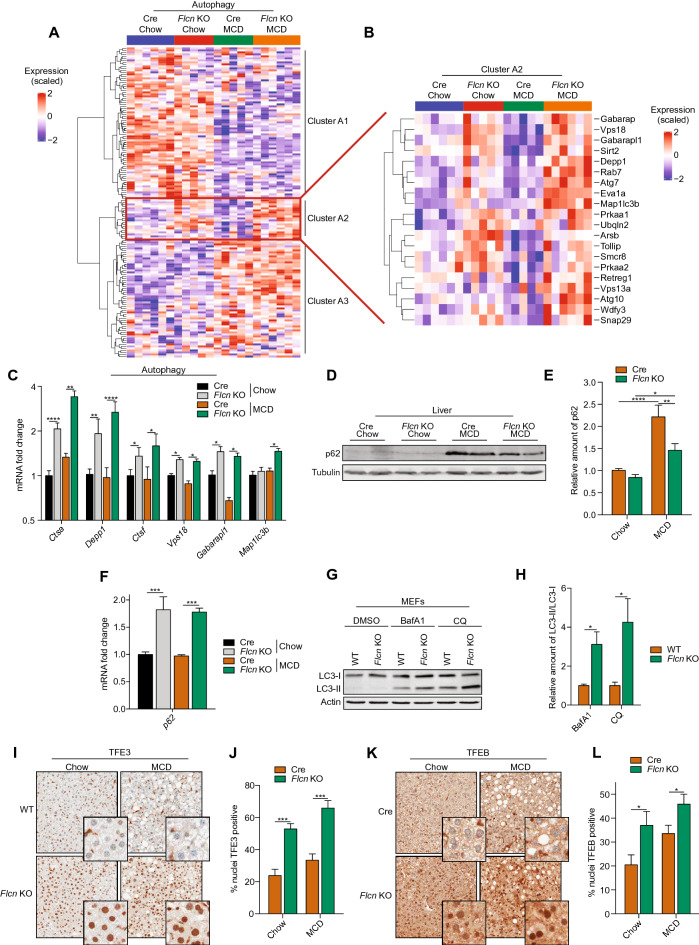
*Flcn* loss activates autophagy in a mouse model of liver fibrosis. (**A-B**) Unsupervised hierarchical clustering following RNA-seq analysis in livers of mice fed either on chow or methionine/choline deficient diet (MCD) over a period of 6 weeks. (**C**) Relative quantitative real‐time PCR analysis of autophagy-related genes mRNA transcript levels in livers of mice fed as described in (**A**) (mean ± SEM of the RNA fold change of indicated mRNAs; two-way ANOVA, *P < 0.05, **P < 0.01, ****P < 0.0001; n = 8 mice per condition). (**D**) Immunoblot of liver protein lysates extracted from mice fed as described in (**A**). Data are representative of 6 mice per condition. Full-length blots are presented in Supplementary Fig. 5. (**E**) Quantification of the relative amount of p62 immunoblot. Data normalized to tubulin levels (mean ± SEM of the relative fold change; two-way ANOVA, *P < 0.05, **P < 0.01, ****P < 0.0001; n = 6 mice per condition). (**F**) Relative RNAseq analysis of p62 mRNA transcript levels in livers of mice fed as described in (**A**) (mean ± SEM of p62 RNA fold change; one-way ANOVA, ***P < 0.001; n = 5 mice per condition). (**G**) Immunoblot of protein lysates of WT and *Flcn* KO MEFs incubated in presence of DMSO, BafA1 (100 nM), or Chloroquine (CQ; 100 μM) for 6 h. Data are representative of three independent experiments. Full-length blots are presented in Supplementary Fig. 5. (**H**) Quantification of the relative amount of LC3-II/LC3-I immunoblot of MEFs treated as described in (G) (mean ± SEM of three independent experiment, one-way ANOVA, *P < 0.05). (**I**) TFE3 Immunohistochemistry (IHC) staining in liver sections of mice fed as described in (**A**) Data are representative of 6 mice per condition. (**J**) Quantification of TFE3 IHC staining in liver sections of mice fed as described in (**A**) (mean ± SEM, two-way ANOVA, ***P < 0.001; n = 4 mice per condition). (**K**) TFEB Immunohistochemistry (IHC) staining in liver sections of mice fed as described in (**A**) Data are representative of 4 mice per condition. (**L**) Quantification of TFEB IHC staining in liver sections of mice fed as described in (**A**) (mean ± SEM, two-way ANOVA, ***P < 0.001; n = 4 mice per condition).

## Discussion

In this study, we have engineered a mouse model to specifically ablate *Flcn* in the liver to elucidate the potential key role of this factor in the control of hepatic metabolism. Interestingly, liver specific loss of *Flcn* markedly enhanced whole-body energy metabolism at the baseline level as shown by the increased energy expenditure as well as improved glucose and insulin tolerance in these mice under HFD. Remarkably, deletion of *Flcn* in mouse liver tissue reduced fibrosis and inflammation when fed the fibrosis inducing MCD diet. Overall, our results establish a critical role of *Flcn* in liver-fibrosis progression.

Our work has highlighted for the first time a protective role for *Flcn* loss in the liver. Similarly, *Flcn* deletion in other tissues such as adipocytes and muscles led to improved capabilities and whole-body metabolism homeostasis^21,22^. The protective phenotype observed in the liver is comparable to previous attempts to activate autophagy and inhibit mTORC1 with rapalogs and rapamycin^13,14^, but was not accompanied by the deleterious long-term effects of these compounds on liver damage and tumorigenesis^17,18^. Indeed, we did not observe any harmful effect of *Flcn* deletion in livers. The difference is possibly the result of the more specific regulation of mTORC1 by FLCN on the lysosomal surface that is not affecting the mRNA translation machinery^23,26^. On the other hand, rapalogs regulate all mTOR complexes in the cell, reinforcing the potential therapeutic benefit of targeting more precisely FLCN.

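Between liver-*Flcn*-/- and Cre mice on MCD, 2333 of 14062 genes had an adjusted p under 0.05 from edgeR, 1134 higher and 1199 lower in liver-*Flcn*-/- mice. Of these 672 also had an absolute log2 fold change above 1, 231 higher and 441 lower. The values of the mice of 1 genotype lay all above those of the other for 1211 genes, 1067 of them among the 2333, where random order gives 0.433% of genes. With the replicate number as a block 1872 genes passed, and same-numbered mice of these groups had a mean correlation of 0.129. On MCD 104 of 122 extracellular matrix genes were lower in liver-*Flcn*-/- mice, with a median log2 fold change of −0.52, and 92 of 98 mitosis genes, with a median of −0.99. At an adjusted p under 0.05, 45 matrix genes were lower and 4 higher, and 13 mitosis genes were lower and 3 higher.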

Under the fibrosis-inducing diet, which mimics fibrosis as observed with NASH, RNA-seq data revealed that major pathways affected by *Flcn* loss specifically in the liver include inflammation, fibrosis, and mitotic cell cycle gene expression. The reduction in cell cycle gene expression is possibly the consequence of reduced liver damage and therefore of the reduced necessity to regenerate liver cells. We have previously shown that loss of *Flcn* in *C. elegans* and mammalian cells increased innate immune response in a process dependent on TFEB and TFE3^32^. In this study, we observed a decrease in inflammation gene expression in liver-*Flcn* KO mice fed the MCD diet. It is possible that FLCN modulates the immune microenvironment and polarizes the macrophages toward an anti-inflammatory state. Indeed, it was reported that *FLCN* loss in hematopoietic stem cells induced CD11c + CD206 + activated phagocytic macrophages, corresponding to the anti-inflammatory M2 macrophage subtype^35^. However, another study found that bone marrow-derived macrophages from *Flcn* myeloid KO mice rather promotes spontaneous M1-type polarization and enhanced baseline activation status^33^. 

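On MCD 88 of the 104 inflammation genes were lower in liver-*Flcn*-/- mice than in Cre mice, with a median log2 fold change of −0.61. At an adjusted p under 0.05 from edgeR 31 were lower and 2 higher, or 45 and 2 when adjusted over the list alone. *Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252), which encodes a protein of neutrophils and injured epithelia, had 559 ± 196 CPM in Cre mice (SD, n = 5) and 89.5 ± 33.3 CPM in liver-*Flcn*-/- mice (SD, n = 6) on MCD, a log2 fold change of −2.64 (SE 0.617, adjusted p = 0.0051 from edgeR). *Lgals3* had 91.9 ± 24.4 and 40.0 ± 23.8 CPM (SD; log2 fold change −1.20, SE 0.293, adjusted p = 0.0070 from edgeR). *Cxcl1* (−1.67, adjusted p = 0.011), *Cxcl10* (−1.35, adjusted p = 0.0051), *C5ar1* (−1.32, adjusted p = 0.0032) and *Ccl2* (−0.99, adjusted p = 0.042) were also lower in liver-*Flcn*-/- mice, and *Ccl5* did not pass (−0.60, adjusted p = 0.14), all from edgeR. On chow 73 of the 104 genes were higher in liver-*Flcn*-/- mice, by a median of 0.29, and 13 passed upward and 1 downward.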

Also, RAW 264.7 macrophages targeted with shRNA for *Flcn* had increased phagocytic activity toward dying/dead cells^36^. The previous effects of *Flcn* loss on macrophage activation were all dependent on TFEB/TFE3 activation status, highlighting the important role of autophagy in FLCN’s mechanism of regulation. Therefore, the importance and significance of the inflammation observed in *Flcn* KO livers remains to be investigated.

FLCN seemed to be involved in regulating autophagy in a severe liver disease setting and it is possibly the primary mechanism of action by which loss of *Flcn* reduces liver fibrosis. Several compounds known to activate autophagy pathways such as acetylshikonin and resveratrol also reduced MCD-induced fibrosis and inflammation^37,38^. Acetylshikonin contributed to the removal of cellular lipid droplets through lipophagy in a process dependent on the AMPK/mTOR pathways^37^. Indeed, acute inhibition of mTOR and activation of autophagy with rapamycin in mice reduced liver injury and inflammation similarly to our study^39^. Moreover, thioredoxin interacting protein (TXNIP/VDUP1) mediates the activation of AMPK, inhibition of mTOR, and nuclear translocation of TFEB which ultimately resulted MCD diet-induced steatosis, inflammation, and fibrosis^40^.

In conclusion, we revealed that loss of *Flcn* in the liver is involved in autophagy, resulting in reduction of inflammation, fibrosis, and enhanced whole-body energy metabolism. These results show an unexpected role for *Flcn* in NAFLD and NASH progression. In light of the recently published cryo-EM structures of FLCN^41,42^, it is envisioned that pharmacological agents targeting the pocket of the FLCN GAP enzyme could be developed to achieve the loss of function phenotype in the liver shown in this study. Such molecules would represent new possibilities for treatment of obesity and NASH through the role of FLCN in hepatocyte homeostasis.

## Material and methods

### Antibodies

The FLCN rabbit polyclonal antibody was generated by the McGill Animal Resource Centre using recombinant GST-FLCN. TFEB (Bethyl Laboratories, cat# A303-673A), TFE3 (Cell Signaling Technology, cat# 14779S), α-SMA (Abcam, cat# 5694), F4/80 (Cell Signaling Technology, cat# 70,076), 4-HNE (Millipore, cat# 393,207), p62 (Abcam, cat# ab56416), LC3B (Abcam, cat# ab48934), and Tubulin (Sigma-Aldrich, Cat# T9026) antibodies are commercially available.

### Animals

All procedures for generating the *Flcn* knockout mouse model were performed at McGill University. Maintenance and experimental manipulation of mice were performed according to the guidelines and regulations of the McGill University Research and Ethic Animal Committee and the Canadian Council on Animal Care. The study was carried out in compliance with the ARRIVE guidelines and all experimental protocols were approved by the McGill University Research and Ethic Animal Committee. All studies were carried out using C57BL/6 mice housed on a 12 h light:12 h dark cycle at 22 °C. *Flcn*^f/f^ (BHD^f/f^) mice were generated as previously described^22^. To generate liver-specific *Flcn* knockout mice, *Flcn*^f/f^ mice were crossed with Albumin-Cre transgenic mice (kind gift from Dr. André Marette, Laval University, Quebec, Canada). Liver-*Flcn*^−/−^ knockout mice were generated by crossing *Flcn*^f/f^ mice homozygous for the floxed allele with *Flcn*^f/f^; Albumin-Cre^+/−^ mice. Mice were fed on a chow diet containing 10 kcal percent fat (Research Diet, cat# D12450B) or a high fat diet containing 60 kcal percent fat (Research Diet, cat# D12492), or a Methionine/Choline Deficient (MCD) diet (Envigo, cat# TD.90262) beginning at 6 weeks of age and fed ad libidum. Controls used were *Flcn*^WT/WT^; Albumin-cre^+/−^ mice raised in identical conditions. Body weights were measured weekly.

### Cell lines culture and treatments

Primary MEFs were isolated from C57BL/6 E12.5 *Flcn* floxed mice (generously provided by Dr. L.S. Schmidt, NCI, Bethesda, MD, USA) and cultured as described previously^19^. FLCN KO MEFs were generated after immortalization of primary Flox/Flox MEFs with SV40 large T and retroviral infection with a Cre recombinase, followed by puromycin selection. Cell lines were maintained in Dulbecco's Modified Eagle's Medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 100 U/ml penicillin, 100 µg/ml streptomycin, and 50 µg/mL gentamycin (Wisent) in 5% CO_2_ at 37 °C. For drug treatment experiments, cells were incubated for 6 h in medium containing one of the following reagents: DMSO (0.4%, Bioshop Canada), Chloroquine (100 μM, Sigma-Aldrich), and BafA1 (100 nM, Sigma-Aldrich).

### Protein extraction and immunoblotting

Liver tissues were quickly snap frozen using a BioSpec BioSqueezer (Fisher Scientific, cat# NC1033496) cooled in liquid nitrogen following sacrifice. Approximately 100 mg of tissue were solubilized in RIPA buffer using a micropestle and sonicated 10 s. The mixture was then centrifugated at 16,000 × *g* for 15 min at 4 °C and the supernatant collected. Proteins were separated on SDS-PAGE gels and revealed by western blot as previously described^22^ using the antibodies listed above and IRDye 800CW Goat anti-Rabbit IgG Secondary Antibody / IRDye 680RD Goat anti-Mouse IgG Secondary Antibody (LI-COR Biosciences). Membranes were scanned using the Odyssey imaging system (LI-COR Biosciences) and quantification performed using ImageStudio software (version 5.2.5, https://www.licor.com/bio/image-studio-lite/).

### Histology

All histological procedures were performed using standard procedures at the histology core facility of the Goodman Cancer Research Centre (McGill University). Liver tissues were fixed in 4% formaldehyde for 2 days at room temperature immediately after sacrifice, embedded in paraffin, and cut to 4-μm sections on slides using a Leica Microtome (Leica Biosystems). The slides were stained with hematoxylin and eosin (Leica Biosystems, cat# 3802098), or Sirius Red (Abcam, cat# ab150681) using a Leica ST5020 Multistainer (Leica Biosystems) according to the standard protocol. Stained images were acquired using an Aperio ScanScope XT digital scanner (Leica Biosystems) and analyzed with ImageScope software (version 12.3.3.5048, https://www.leicabiosystems.com/fr/imagerie-pathologique/integrer/aperio-imagescope/).

### Metabolic cages

Mice were housed individually in metabolic cages for a total 3 days on a 12 h light: 12 h dark cycle with free access to water and food using a comprehensive laboratory animal monitoring system (CLAMS; Columbus Instruments). Food intake, energy expenditure, physical activity, maximal carbon dioxide (CO_2_) production (VCO_2_) and oxygen (O_2_) consumption (VO_2_) rates were measured simultaneously using recorded values from a 72 h period.

### GTTs and ITTs

For the GTTs, mice on either chow or a HFD were subjected to a 16 h fast with free access to water and then injected intraperitoneally with 2 g of 20% d-glucose per kilogram of body weight. The ITTs were performed similarly, with an initial 16 h of fasting and subsequent intraperitoneal injection of 0.75 U of insulin per kilogram of body weight. Blood glucose levels were measured at 0, 15, 30, 60, and 120 min with a OneTouch ultramini glucose meter (OneTouch).

### Serum content quantification

Blood was extracted from cardiac puncture just before sacrifice and incubated with Aprotinin from bovine lung (0.03 TIU, Sigma-Aldrich, cat# A6279) for 2 h at 4 °C. The coagulated blood was spun 10 min at 800 × *g* at 4 °C and the supernatant (serum) stored at -80 °C. Serum total cholesterol, serum free cholesterol, and serum cholesterol esters were quantified using Cholesterol/ Cholesteryl Ester Assay Kit (Abcam, cat# ab65359) according to manufacturer’s instructions. Serum Triglyceride and serum free glycerol were quantified using Serum Triglyceride Determination Kit (Sigma-Aldrich, cat# TR0100) according to manufacturer’s instructions. Serum alanine aminotransferase was quantified using ALT determination kit (Pointe Scientific, cat# A7526) according to manufacturer’s instructions.

### Liver triglyceride quantification

Approximately 10 mg of frozen liver tissues were washed with PBS, resuspended in a 2:1 chloroform:methanol solution, and solubilized with a micropestle. The mixture was spun for 10 min at 15,000 × *g* at 4 °C and the supernatant incubated at 50 °C until the chloroform was completely evaporated. The dried pellet was dissolved in a solution containing 60% Butanol, 25% Triton X-100, and 15% Methanol and quantified using Serum Triglyceride Determination Kit (Sigma-Aldrich, cat# TR0100) according to manufacturer’s instructions.

### Quantitative real-time PCR

Total RNA was isolated and purified from approximately 25 mg of frozen liver tissue or cells using Total RNA Mini Kit (Geneaid, cat# RT100) according to the manufacturer's instructions. For quantitative real-time PCR analysis, 0.5 μg of total RNA was reverse-transcribed using the iScript Reverse Transcription Supermix for RT-qPCR (BioRad, cat# 1708841). SYBR Green reactions using the SYBR Green qPCR Supermix (BioRad, cat# 1,725,125) and specific primers (Table 1) were performed using a CFX Connect Real-Time PCR Detection System (BioRad). Relative expression of mRNAs was determined using the software CFX Maestro (BioRad, version 4.1.2434.0124, https://www.bio-rad.com/en-ca/product/cfx-maestro-software-for-cfx-real-time-pcr-instruments?ID=OKZP7E15) after normalization against housekeeping genes B2M, TBP, RPLP0, and PTP4a1.

**Table 1:** List of mouse primers used in RT-qPCR experiments.

Gene	Forward primers	Reverse primers
ACTA2	GACTCACAACGTGCCTATC	GCAGTAGTCACGAAGGAATAG
AKR1A1	CTGGAGTATTTGGACCTCTATTT	AGCCTTCCAGGTCTCTTTA
ALDOA	GTGGTGTTGTGGGCATTA	TCGGCTCCATCCTTCTTAT
APOA4	GACCACGATCAAGGAGAATG	CCCTTGAGCTCTTCCATATTC
APOE	GGAACAGACCCAGCAAATAC	CTGTATCTTCTCCATCAGGTTTG
ASAH1	ACCGGCCAAGAAGTGTCTAA	GGTCTGGGCAATCTCGAAGG
ATP5D	GACGCAGGTGTTCTTTGA	CTTCTGTGTGAACCACTACC
B2M	CTGACCGGCCTGTATGCTAT	CCGTTCTTCAGCATTTGGAT
BAX	GAGATGAACTGGACAGCAATA	AGTAGAAGAGGGCAACCA
BCL2	GGTCCCACACTGAATAGAATAG	AGAGACACCCATCACCTT
C5AR1	GCTAGGCAGATACACCTAATG	AGAAGAGGAAGAGAGGAAGAA
CASP1	GTGGGACCACATACTCTAATG	CACGGCATGCCTGAATAA
CCL2	GAATGGGTCCAGACATACATTA	TACGGGTCAACTTCACATTC
CCL5	CCAGAGAAGAAGTGGGTTCAAG	AGCAATGACAGGGAAGCTATAC
CD36	GGATGGTTTCCTAGCCTTTC	TGGCCCGGTTCTACTAAT
CTSA	GAGCAGAACGACAACTCCCT	TGCCCACAATTCGAGACACT
CTSF	GTTGCCATTAACGCCTTCGG	TTAGAGCGGTTGCCATAGCC
CXCL1	CAACCACTGTGCTAGTAGAAG	CATGTCCTCACCCTAATACATAC
FAS	CTCCAGTCGTGAAACCATAC	CTTGCCCTCCTTGATGTTAT
FGF21	CCAAGACCAAGCAGGATTC	AGCCCTAGATTCAGGAAGAG
G6PC	CAGCTCCGTGCCTATAATAAA	GCAAGAGTAGAAGTGACCATAA
IL-1β	GGGCAACCACTTACCTATTT	GGGCTATGACCAATTCATCC
LCN2	GTCTGCCACTCCATCTTTC	GGAGTGCTGGCCAAATAA
LGALS3	CTAACCACGCCATGATCTAAG	ACAAGAAGGATAAGGAGAGAGA
MCOLN1	CCACCACGGACATAGGCATAC	GCTGGGTTACTCTGATGGGTC
MMP2	GAGGACTATGACCGGGATAA	TGGTGCAGCTCTCATACT
NEU1	CAGAGATGTTTGCCCCTGGA	GACAGAAGACCCCATCTCGC
PEPCK	GATGTCGGAAGAGGACTTTG	CGAGTCTGTCAGTTCAATACC
SDHA	TTACCTGCGTTTCCCCTCAT	AAGTCTGGCGCAACTCAATC
SERPINE1	AGAGAGAGAGATTTGAGAGAGG	GGAGAAAGTTCTGTCCTGTTAG
SOCS3	GGGTGGCAAAGAAAAGGAG	GTTGAGCGTCAAGACCCAGT
TBP	ACCTTATGCTCAGGGCTTGG	GCCATAAGGCATCATTGGAC
TGFβ1	TCAGCTCCACAGAGAAGAA	GTGTCCAGGCTCCAAATATAG
TIMP1	AATCAACGAGACCACCTTATAC	CATATCCACAGAGGCTTTCC
TNFα	GGGTGTTCATCCATTCTCTAC	TGGACCCTGAGCCATAAT
UQCRC2	TTCGTTAAAGCAGGCAGTAG	CTTCAATCCCACGGGTTATC
VLCAD	CATCCTCAACAACGGAAGAT	CCCAAACTGGGTACGATTAG

### Immunohistochemistry

Liver tissues embedded in paraffin were cut to 4-μm sections on slides and stained for α-SMA, 4-HNE, F4/80, TFE3 and TFEB using routine immunohistochemical protocols provided by the GCRC Histology Core using Ventana BenchMark ULTRA system (Roche). Images were acquired using Aperio Scanscope XT (Leica Biosystems) and staining quantification was performed using image analysis algorithms in Aperio ImageScope software (version 12.3.3.5048, https://www.leicabiosystems.com/fr/imagerie-pathologique/integrer/aperio-imagescope/).

### Mouse protein cytokine array

Approximately 100 mg of liver tissue were solubilized in RIPA buffer using a micropestle and sonicated 10 s. The mixture was then centrifugated at 16,000 × g for 15 min at 4 °C and the supernatant collected. 31 mouse cytokine/chemokine biomarkers were simultaneously quantified by using a Discovery Assay called the Mouse Cytokine Array / Chemokine Array 31-Plex (Eve Technologies Corp, cat# MD31).

### RNA-seq analysis

Total RNA was isolated and purified from approximately 25 mg of frozen liver tissue using Total RNA Mini Kit (Geneaid, cat# RT100) according to the manufacturer's instructions. Library preparation and sequencing was made at the Institute for Research in Immunology and Cancer’s Genomics Platform (IRIC). 500 ng of total RNA was used for library preparation. RNA quality control was assessed with the Bioanalyzer RNA 6000 Nano assay on the 2100 Bioanalyzer system (Agilent Technologies). Library preparation was done with the KAPA mRNAseq Hyperprep kit (KAPA, cat# KK8581). Ligation was made with Illumina dual-index UMI (IDT) and 10 PCR cycles was required to amplify cDNA libraries. Libraries were quantified by QuBit and BioAnalyzer DNA1000. All libraries were diluted to 10 nM and normalized by qPCR using the KAPA library quantification kit (KAPA, cat# KK4973). Libraries were pooled to equimolar concentration. Sequencing was performed with the Illumina Nextseq500 using the Nextseq High Output 75 (1 × 75 bp) cycles kit using 2.6 pM of the pooled libraries. Around 25 M single-end PF reads were generated per sample.

Following data acquisition, adaptor sequences and low quality score bases (Phred score < 30) were first trimmed using Trimmomatic^43^. The resulting reads were aligned to the GRCm38 mouse reference genome assembly, using STAR^44^, and read counts were obtained using HTSeq^45^. For all downstream analyses, we excluded lowly-expressed genes with an average read count lower than 10 across all samples, resulting in 14,057 expressed genes in total. 

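Applied to the deposited counts, a mean count of at least 10 over the 22 libraries left 14062 of 55573 genes, and a mean above 10 left 14048. Of the 14062 genes, 14061 had a position in the GENCODE annotation used here, and 3 symbols stood for more than 1 tested gene.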

The R package limma^46^ was used to identify differences in gene expression levels between the different conditions. Nominal p-values were corrected for multiple testing using the Benjamini–Hochberg method. To assess the effect liver-*Flcn* KO in the response to MCD-diet, we first obtained differentially expressed genes (FDR < 0.05 and |log2FC|> 1) in Cre.MCD_diet vs Cre.Chow and *Flcn*-KO.MCD_diet vs *Flcn*-KO.Chow, and then filtered for those that show |difference in log2FC|> 1 (differentially responsive (DR) genes). 

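With MCD 2995 genes passed both thresholds in Cre mice, 1740 upward and 1255 downward, and 1819 in liver-*Flcn*-/- mice, 792 upward and 1027 downward. In both genotypes 1427 genes passed and in either 3387, with 13 changing in opposite directions. By the DR rule, read as passing in at least 1 genotype, 1229 genes were differentially responsive. Of these 899 were raised in Cre mice with a smaller log2 fold change in liver-*Flcn*-/- mice, and 142 were lowered in Cre mice with a larger one in liver-*Flcn*-/- mice. The rule holds no test of the difference itself, and 559 of the 1229 genes (45.5%) had an adjusted p under 0.05 for the interaction in edgeR. Over all tested genes the interaction passed for 1242, 463 with a more positive response in liver-*Flcn*-/- mice and 779 with a more negative one. The reading of the rule moved the count most in one direction, to 299 genes that passed in both genotypes, and a test without the filter on low counts in the other, to 2451 genes. With limma-voom in place of edgeR 1112 genes were differentially responsive.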

Unsupervised hierarchical clustering of the 1,110 DR genes shows three distinct patterns of changes in expression. Pathway enrichment analyses were performed using Enrichr^47^.

### Statistical analyses

Data are expressed as mean ± SEM. All experiments and measurements were performed on at least 3 mice as indicated. Statistical analyses for all data were performed using student's t-test, one-way ANOVA or two-way ANOVA as indicated using GraphPad Prism 7 software (version 7.0a, https://www.graphpad.com/scientific-software/prism/). Statistical significance is indicated in figures (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

RNA-sequencing data has been deposited in the Gene Expression Omnibus under the accession GSE156918.

## Abbreviations

FLCN: Folliculin
HFD: High fat diet
H&E: Hematoxylin and eosin
MCD: Methionine/Choline Deficient diet
mTORC1: Mammalian Target of Rapamycin Complex 1
NAFLD: Non-alcoholic fatty liver disease
NASH: Non-alcoholic steatohepatitis
TFEB: Transcription Factor EB
TFE3: Transcription Factor Binding To IGHM Enhancer 3

## References

[1] European Association for the Study of the Liver (EASL), European Association for the Study of Diabetes (EASD), European Association for the Study of Obesity (EASO). EASL-EASD-EASO Clinical Practice Guidelines for the Management of Non-Alcoholic Fatty Liver Disease. Obes. Facts. 2016;9:65–90. doi:10.1159/000443344.10.1159/000443344PMC564479927055256

[2] Arab JP, Arrese M, Trauner M (2018). Recent insights into the pathogenesis of nonalcoholic fatty liver disease. Annu. Rev. Pathol..

[3] Satapathy SK, Sanyal AJ (2015). Epidemiology and natural history of nonalcoholic fatty liver disease. Semin. Liver Dis..

[4] Angulo P, Kleiner DE, Dam-Larsen S, Adams LA, Bjornsson ES, Charatcharoenwitthaya P (2015). Liver fibrosis, but no other histologic features, is associated with long-term outcomes of patients with nonalcoholic fatty liver disease. Gastroenterology.

[5] Younossi ZM (2019). Non-alcoholic fatty liver disease—A global public health perspective. J. Hepatol..

[6] Wong VW-S, Adams LA, de Lédinghen V, Wong GL-H, Sookoian S (2018). Noninvasive biomarkers in NAFLD and NASH - current progress and future promise. Nat. Rev. Gastroenterol. Hepatol..

[7] Ibrahim SH, Hirsova P, Gores GJ (2018). Non-alcoholic steatohepatitis pathogenesis: sublethal hepatocyte injury as a driver of liver inflammation. Gut.

[8] Machado MV, Diehl AM (2016). Pathogenesis of nonalcoholic steatohepatitis. Gastroenterology.

[9] Ashraf NU, Sheikh TA (2015). Endoplasmic reticulum stress and Oxidative stress in the pathogenesis of Non-alcoholic fatty liver disease. Free Radic. Res..

[10] Angulo P, Machado MV, Diehl AM (2015). Fibrosis in nonalcoholic Fatty liver disease: mechanisms and clinical implications. Semin. Liver Dis..

[11] Machado MV, Diehl AM (2014). Liver renewal: detecting misrepair and optimizing regeneration. Mayo Clin. Proc..

[12] Hardie DG, Schaffer BE, Brunet A (2016). AMPK: An Energy-Sensing Pathway with Multiple Inputs and Outputs. Trends Cell Biol..

[13] Chen H, Shen F, Sherban A, Nocon A, Li Y, Wang H (2018). DEP domain-containing mTOR-interacting protein suppresses lipogenesis and ameliorates hepatic steatosis and acute-on-chronic liver injury in alcoholic liver disease. Hepatology.

[14] Lin C-W, Zhang H, Li M, Xiong X, Chen X, Chen X (2013). Pharmacological promotion of autophagy alleviates steatosis and injury in alcoholic and non-alcoholic fatty liver conditions in mice. J. Hepatol..

[15] Paquette M, El-Houjeiri L, Pause A (2018). mTOR Pathways in Cancer and Autophagy. Cancers (Basel).

[16] He A, Dean JM, Lu D, Chen Y, Lodhi IJ (2020). Hepatic peroxisomal β-oxidation suppresses lipophagy via RPTOR acetylation and MTOR activation. Autophagy.

[17] Umemura A, Park EJ, Taniguchi K, Lee JH, Shalapour S, Valasek MA (2014). Liver damage, inflammation, and enhanced tumorigenesis after persistent mTORC1 inhibition. Cell Metab.

[18] Yamanaka K, Petrulionis M, Lin S, Gao C, Galli U, Richter S (2013). Therapeutic potential and adverse events of everolimus for treatment of hepatocellular carcinoma - systematic review and meta-analysis. Cancer Med.

[19] Possik E, Jalali Z, Nouët Y, Yan M, Gingras M-C, Schmeisser K (2014). Folliculin regulates ampk-dependent autophagy and metabolic stress survival. PLoS Genet..

[20] Possik E, Ajisebutu A, Manteghi S, Gingras M-C, Vijayaraghavan T, Flamand M (2015). FLCN and AMPK confer resistance to hyperosmotic stress via remodeling of glycogen stores. PLoS Genet..

[21] Hasumi H, Baba M, Hasumi Y, Huang Y, Oh H, Hughes RM (2012). Regulation of mitochondrial oxidative metabolism by tumor suppressor FLCN. J Natl. Cancer Inst..

[22] Yan M, Audet-Walsh É, Manteghi S, Dufour CR, Walker B, Baba M (2016). Chronic AMPK activation via loss of FLCN induces functional beige adipose tissue through PGC-1α/ERRα. Genes Dev..

[23] Wada S, Neinast M, Jang C, Ibrahim YH, Lee G, Babu A (2016). The tumor suppressor FLCN mediates an alternate mTOR pathway to regulate browning of adipose tissue. Genes Dev..

[24] Meng J, Ferguson SM (2018). GATOR1-dependent recruitment of FLCN-FNIP to lysosomes coordinates Rag GTPase heterodimer nucleotide status in response to amino acids. J. Cell Biol..

[25] Tsun Z-Y, Bar-Peled L, Chantranupong L, Zoncu R, Wang T, Kim C (2013). The folliculin tumor suppressor is a GAP for the RagC/D GTPases that signal amino acid levels to mTORC1. Mol. Cell.

[26] Napolitano G, Di Malta C, Esposito A, de Araujo MEG, Pece S, Bertalot G (2020). A substrate-specific mTORC1 pathway underlies Birt-Hogg-Dubé syndrome. Nature.

[27] Van Herck MA, Vonghia L, Francque SM (2017). Animal models of nonalcoholic fatty liver disease—A Starter’s guide. Nutrients.

[28] Itagaki H, Shimizu K, Morikawa S, Ogawa K, Ezaki T (2013). Morphological and functional characterization of non-alcoholic fatty liver disease induced by a methionine-choline-deficient diet in C57BL/6 mice. Int. J. Clin. Exp. Pathol..

[29] Caldez MJ, Bjorklund M, Kaldis P (2020). Cell cycle regulation in NAFLD: when imbalanced metabolism limits cell division. Hepatol. Int..

[30] Sardiello M, Palmieri M, di Ronza A, Medina DL, Valenza M, Gennarino VA (2009). A gene network regulating lysosomal biogenesis and function. Science.

[31] Hong S-B, Oh H, Valera VA, Baba M, Schmidt LS, Linehan WM (2010). Inactivation of the FLCN tumor suppressor gene induces TFE3 transcriptional activity by increasing its nuclear localization. PLoS ONE.

[32] El-Houjeiri L, Possik E, Vijayaraghavan T, Paquette M, Martina JA, Kazan JM (2019). The Transcription Factors TFEB and TFE3 Link the FLCN-AMPK Signaling Axis to Innate Immune Response and Pathogen Resistance. Cell Rep..

[33] Li J, Wada S, Weaver LK, Biswas C, Behrens EM, Arany Z (2019). Myeloid Folliculin balances mTOR activation to maintain innate immunity homeostasis. JCI Insight.

[34] Lee H-M, Shin D-M, Yuk J-M, Shi G, Choi D-K, Lee S-H (2011). Autophagy negatively regulates keratinocyte inflammatory responses via scaffolding protein p62/SQSTM1. J. Immunol..

[35] Endo M, Baba M, Endoh T, Umemoto T, Hashimoto M, Chong Y (2017). The FLCN-TFE3 axis regulates macrophage activation through cellular metabolism. Exp. Hematol..

[36] Endoh M, Baba M, Endoh T, Hirayama A, Nakamura-Ishizu A, Umemoto T (2020). A FLCN-TFE3 feedback loop prevents excessive glycogenesis and phagocyte activation by regulating lysosome activity. Cell Rep..

[37] Zeng J, Zhu B, Su M (2018). Autophagy is involved in acetylshikonin ameliorating non-alcoholic steatohepatitis through AMPK/mTOR pathway. Biochem. Biophys. Res. Commun..

[38] Ji G, Wang Y, Deng Y, Li X, Jiang Z (2015). Resveratrol ameliorates hepatic steatosis and inflammation in methionine/choline-deficient diet-induced steatohepatitis through regulating autophagy. Lipids Health Dis..

[39] Chen R, Wang Q, Song S, Liu F, He B, Gao X (2016). Protective role of autophagy in methionine-choline deficient diet-induced advanced nonalcoholic steatohepatitis in mice. Eur. J. Pharmacol..

[40] Park H-S, Song J-W, Park J-H, Lim B-K, Moon O-S, Son H-Y (2020). TXNIP/VDUP1 attenuates steatohepatitis via autophagy and fatty acid oxidation. Autophagy.

[41] Shen K, Rogala KB, Chou H-T, Huang RK, Yu Z, Sabatini DM (2019). Cryo-EM Structure of the Human FLCN-FNIP2-Rag-Ragulator Complex. Cell.

[42] Lawrence RE, Fromm SA, Fu Y, Yokom AL, Kim DJ, Thelen AM (2019). Structural mechanism of a Rag GTPase activation checkpoint by the lysosomal folliculin complex. Science.

[43] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[44] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[45] Anders S, Pyl PT, Huber W (2015). HTSeq — A Python framework to work with high-throughput sequencing data. Bioinformatics.

[46] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[47] Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res.

# Supplementary material for: Loss of hepatic Flcn protects against fibrosis and inflammation by activating autophagy pathways
**Source:** Sci Rep. 2021 Oct 28;11:21268. doi: 10.1038/s41598-021-99958-7
**Supplement:** Supplementary file 2 — Supplementary Information 2.

## **Supplementary material for manuscript:**

### **Loss of *Fln* protects against fibrosis and inflammation by activating autophagy pathways**

#### **Authors/Affiliation**

Mathieu Paquette<sup>1,2</sup>, Ming Yan<sup>1,2</sup>, Josué M. J. Ramírez-Reyes<sup>1,2</sup>, Leeanna El-Houjeiri<sup>1,2</sup>, Marco Biondini<sup>1,2</sup>, Catherine R. Dufour<sup>1,2</sup>, Hyeonju Jeong<sup>1,2</sup>, Alain Pacis<sup>3</sup>, Vincent Giguère<sup>1,2</sup>, Jennifer L. Estall<sup>5</sup>, Peter M. Siegel<sup>1,2,6</sup>, Étienne Audet-Walsh<sup>4\*</sup> and Arnim Pause<sup>1,2\*</sup>.

<sup>5</sup>Institut de recherches cliniques de Montréal (IRCM), Montréal, Québec, Canada.

**Supplemental Figure 1**

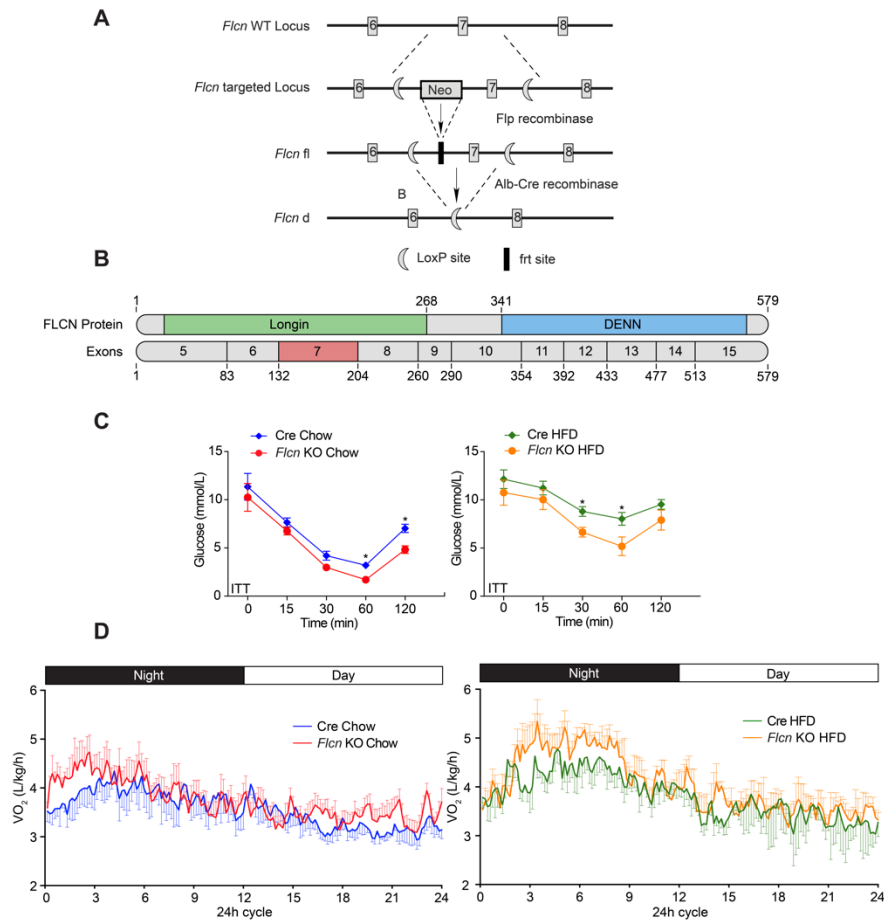

**Supplemental figure 1: Generation of the liver specific *Flcn* KO model**

**(A)** Schematic showing the generation of liver-specific KO mice. Mice carrying *Flcn* alleles flanked by loxP sites were crossed with Albumin-Cre transgenic mice to generate liver-specific *Flcn* knockout mice. **(B)** Schematic showing FLCN domains aligned on the corresponding exons on the mRNA sequence. 

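In the GENCODE annotation of GRCm38, exon 7 of the 13 exons of *Flcn* spans 59799354 to 59799445 on the minus strand of chromosome 11 and has 92 nucleotides. Exon 6 precedes it in the transcript, at 59801043 to 59801203, and exon 8 follows at 59798055 to 59798245. Its sequence, in the direction of transcription, is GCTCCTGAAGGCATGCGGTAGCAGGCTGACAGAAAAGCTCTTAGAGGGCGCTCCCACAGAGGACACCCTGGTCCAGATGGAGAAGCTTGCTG. The coding sequence of 1737 nucleotides has 779 nucleotides before exon 7, and the length of the exon leaves a remainder of 2 when divided into codons, so joining exon 6 to exon 8 shifts the reading frame. Exon 7 makes up 2.68% of the 3437 nucleotides of the transcript. Counts made over a whole gene hold reads of all its exons, so they do not separate transcripts with exon 7 from transcripts without it.

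**Figure D4:**
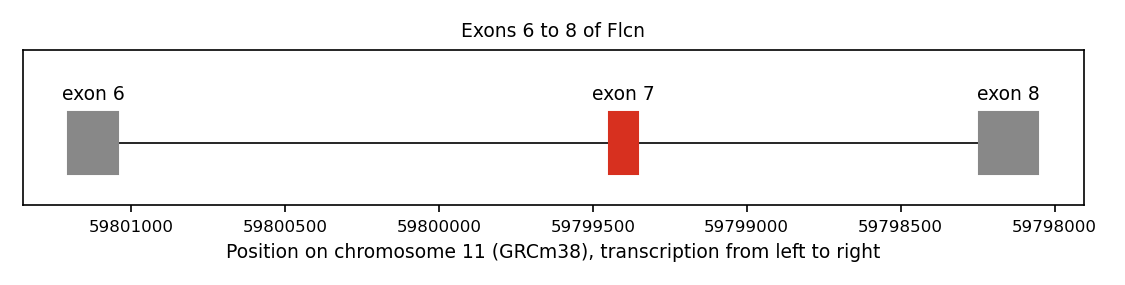
Exons 6, 7 and 8 of *Flcn* (boxes, exon 7 in red) drawn to scale along chromosome 11 of GRCm38, transcribed from left to right. The horizontal axis gives the position in base pairs, which falls from left to right. Exon 7 covers 92 nucleotides, from 59799354 to 59799445.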

Exon 7 is removed following expression of Albumin-Cre, **(C)** Blood glucose during an ITT in chow or HFD-fed mice following a 16-h fast and intraperitoneal insulin administration of 0.75 U per kg of body weight (mean  $\pm$  SEM, two-way ANOVA, \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ;  $n = 6$  mice per condition). **(D)** Metabolic cage analysis of mice fed chow or a HFD for 2 months. Circadian VO<sub>2</sub> consumption levels during a 12h light: 12h dark cycle.

Supplemental Figure 2

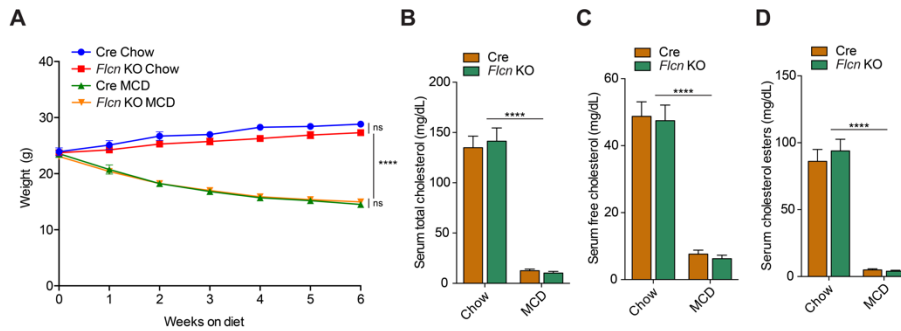

### Supplemental figure 2: Weight and blood parameters are unaffected by *Flcn* loss

**(A)** Mouse body weight when fed either on chow or methionine/choline deficient diet (MCD) over a 6-week period (mean  $\pm$  SEM, two-way ANOVA, \*\*\*\*P < 0.0001; n = 8 mice per condition). **(B)** Serum total cholesterol quantification in mice fed as described in (A) (mean  $\pm$  SEM, two-way ANOVA, \*\*\*\*P < 0.0001; n = 8 mice per condition). **(C)** Serum free cholesterol quantification in mice fed as described in (A) (mean  $\pm$  SEM, two-way ANOVA, \*\*\*\*P < 0.0001; n = 8 mice per condition). **(D)** Serum cholesterol esters quantification in mice fed as described in (A) (mean  $\pm$  SEM, two-way ANOVA, \*\*\*\*P < 0.0001; n = 8 mice per condition).

**Supplemental Figure 3**

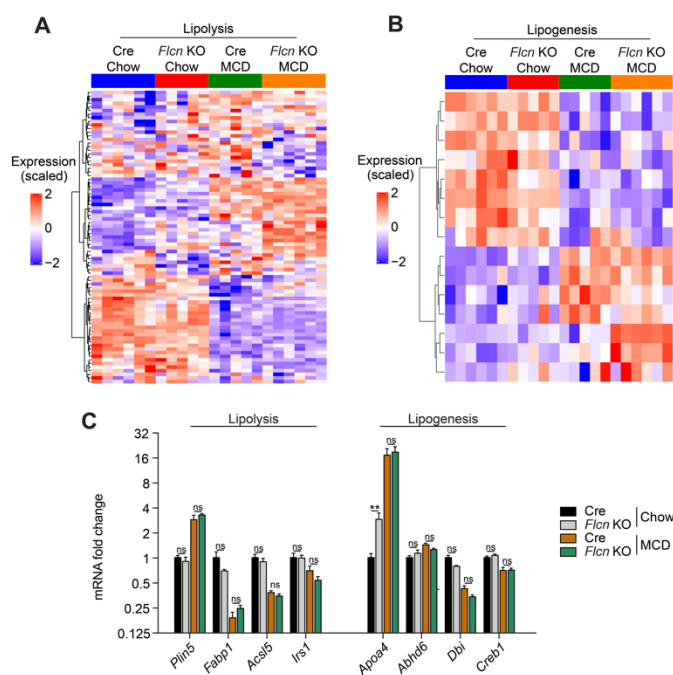

**Supplemental figure 3: Gene expression analysis in liver tissues of Cre and *Flcn* KO mice**

(**A-B**) Unsupervised hierarchical clustering following RNA-seq analysis of genes related to lipolysis (A, GO:0016042) and lipogenesis (B, GO:0008610) in livers of mice fed either chow or methionine/choline deficient diet (MCD) over a period of 6 weeks. (**C**) Relative quantitative real-time PCR analysis in livers of mice fed as described in (A) (mean  $\pm$  SEM of the RNA fold change of indicated mRNAs; two-way ANOVA, ns = not significant; \*P < 0.05; \*\*P < 0.01; n = 8 mice per condition).

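Panels A and B show genes of lipid breakdown and of lipid synthesis in the RNA-seq livers, each row scaled to its own mean, so the colours give a gene's direction and not its level. In the lists used here in place of the GO terms, 16 lipolysis genes rose and 22 fell with MCD in Cre mice at an adjusted p under 0.05 from edgeR, and 14 rose and 26 fell in liver-*Flcn*-/- mice. Lipogenesis genes mostly fell: 12 rose and 34 fell in Cre mice, with a median log2 fold change of −0.82, and 9 rose and 32 fell in liver-*Flcn*-/- mice, with a median of −0.72. Between genotypes on chow 5 lipolysis genes were higher and 5 lower in liver-*Flcn*-/- mice, and 4 lipogenesis genes passed, all higher, while 36 of the 55 were lower when no threshold is set. *Acsl5* fell with MCD in both genotypes (−1.40 and −1.37, adjusted p = 4.1e-07 and 7.5e-07 from edgeR), *Fabp1* fell (−2.41 and −1.50, adjusted p = 3.3e-07 and 8.8e-05) and *Plin5* rose (1.52 and 1.86, adjusted p = 1.1e-06 and 2.4e-07).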

## Supplemental Figure 4

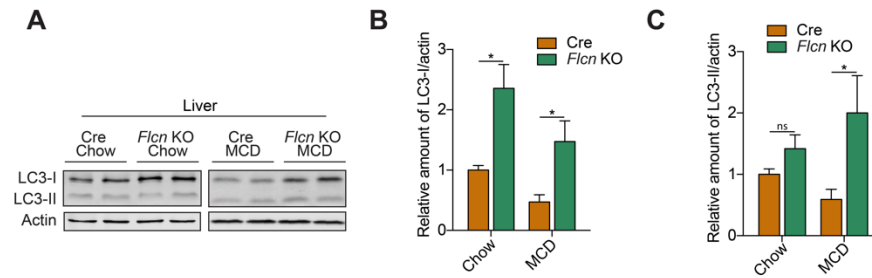

### Supplemental figure 4: LC3 levels in liver tissues of Cre and *Flcn* KO mice

(**A**) Immunoblot of liver protein lysates extracted from mice fed either on chow or methionine/choline deficient diet (MCD) over a period of 6 weeks. Data are representative of 6 mice per condition. Full-length blots are presented in Supplementary Figure 5. (**B**) Quantification of the relative amount of LC3-I immunoblot. Data normalized to actin levels (mean  $\pm$  SEM of the relative fold change; two-way ANOVA, \* $P < 0.05$ ;  $n = 5$  mice per condition). (**C**) Quantification of the relative amount of LC3-II immunoblot. Data normalized to actin levels (mean  $\pm$  SEM of the relative fold change; two-way ANOVA, ns = non-significant, \* $P < 0.05$ ;  $n = 5$  mice per condition).

## Supplemental Figure 5

Figure 1A

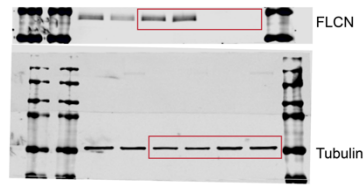

Figure 5D

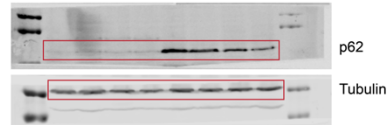

Figure 5G

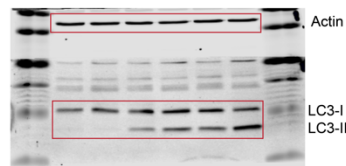

Supplemental figure 4A

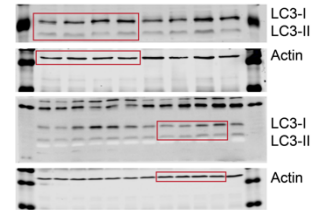

## Supplemental figure 5: Full-length blots

Full-length immunoblot of the indicated figures.

## Supplemental table 1: Raw RNA-seq data

QC stats, raw reads, p-values et false discovery rates following RNA-seq analysis. 

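The first sheet of the table gives, for each library, the raw reads and the percentage of reads that STAR placed at a single position of the genome. That share was 70.6 to 83.5% in Cre mice on chow, 83.2 to 86.0% in Cre mice on MCD, 73.2 to 84.0% in liver-*Flcn*-/- mice on chow and 82.9 to 84.5% in liver-*Flcn*-/- mice on MCD. It was under 75% in 5 chow libraries, of both genotypes, and in none on MCD. The 10 genes with the most counts took 16.4 to 21.9% of a library's counts. Another sheet lists log2 fold changes and false discovery rates from limma for the response to MCD in each genotype. Its part held here lists 1999 genes, of which 1998 could be matched by symbol. The paper's log2 fold change and the one computed here had the same direction for 98.9% of them in Cre mice and 98.4% in liver-*Flcn*-/- mice. Both thresholds were passed in Cre mice by 471 genes in the paper's values and 484 here, 454 of them shared, and in liver-*Flcn*-/- mice by 300 and 308, 288 of them shared, and no gene passed in opposite directions. By the DR rule 146 of these genes pass with the paper's values and 160 with those computed here, and 127 pass with both.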

Total RNA from liver tissue was quantified with Illumina Nextseq500. The resulting reads were aligned to the GRCm38 mouse reference genome assembly using STAR and read counts were obtained using HTSeq. Difference in gene expression levels between the different conditions was identified with the R package limma.

How the deposited data were processed for this re-analysis (not part of the article)

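The data are mRNA-seq libraries of 22 livers, 1 per mouse, in 4 groups set by genotype and diet: Cre and liver-*Flcn*-/- mice on chow (6 and 5 libraries) and on the MCD diet (5 and 6 libraries). The authors isolated total RNA from liver, prepared mRNA libraries with adapters that carry unique molecular identifiers, sequenced single-end reads, trimmed them with Trimmomatic and aligned them to GRCm38 with STAR. They deposited HTSeq counts: the number of reads counted on each gene, as whole numbers and without normalization, for 55573 genes in 1 table. The paper's text does not name the annotation release or a step that collapses reads with the same identifier, so the counts were treated as read counts, and errors from counting alone understate the noise that amplification adds. All 22 columns of the table had a sample label and 0 had none, and each sample's condition was taken from its label.

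Reads counted on genes ranged from 13751347 to 21144388 per library. The smallest signal treated as present was 3 counts, and a fold against a group whose libraries all lie at or under 3 counts is given as a lower bound computed against 3 counts. Across all pairs of libraries within a group (50 pairs) no 2 were identical, and the Spearman correlation of their counts was 0.915 to 0.991. Relations across genes such as this one do not treat genes as independent replicates.

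Differential expression was computed in R 4.3.3 with edgeR 4.0.16: genes with a mean count of at least 10 over all libraries (14062 genes), TMM normalization, 1 fit of the 4 groups, the two-sided quasi-likelihood test and Benjamini-Hochberg adjustment over the tested genes. The comparisons were MCD against chow in each genotype, liver-*Flcn*-/- against Cre mice on each diet, and the interaction of genotype and diet. Thresholds were an adjusted p of 0.05 and, where the paper uses it, an absolute log2 fold change of 1. Differentially responsive genes followed the paper's rule, read as passing both thresholds in at least 1 genotype with a difference in log2 fold change above 1. Clustering used z-scores of log2 CPM (prior count 2), Euclidean distance and complete linkage, with 3 clusters. Lists were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, and 8 set tests were adjusted together. Overlaps with cluster 2 were tested with one-sided Fisher's exact tests, and 7 lists were adjusted together. Single genes were also compared with two-sided exact permutation tests on log2 CPM. Positions come from GENCODE M21 on GRCm38, and 93 genes of the table have no position there.

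The edgeR fit was tested on simulated data with 14062 genes of which 200 were changed. It recovered 82.5% of them for the MCD response in liver-*Flcn*-/- mice, 66% for the interaction and 82% for the genotype difference on MCD, and 1.79, 0.752 and 2.38% of its calls were false. Among large simulated changes it recovered 95, 85 and 97%.

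Genes are named by a rule fixed before the data were examined: every gene the paper names for these livers in its text, in Figs. 3 to 5 or in Supplemental Fig. 3, its RT-qPCR reference genes, and for the interaction and the genotype comparison on each diet the 5 genes with the largest absolute log2 fold change. These 5 had to pass both thresholds with a mean of at least 1 CPM and, for the genotype comparisons, with groups that do not overlap. *Rragd* and *Gpnmb* were chosen after their values were seen. Values of some genes that were tested are not reported here. The lists of genes were written before the counts were examined, but after the held part of Supplemental Table 1 had been read, and the 75% limit on the uniquely mapped share was set after the library statistics in that table had been seen.

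The alternatives were limma-voom, DESeq2 1.42.0, RLE factors, other filters on low counts, fits of only the groups compared, the uniquely mapped share or the sex read from the counts as a covariate, Reactome's sets from fgsea 1.28.0, the fry test, other clusterings, leaving out the 5 chow libraries with a low uniquely mapped share, and leaving out each mouse in turn. In 1 further alternative the replicate number was a block. The replicate numbers come from the sample labels, where they number different mice in each group. After removing group means, same-numbered mice had a mean correlation of −0.084 between diets in Cre mice, −0.011 between diets in liver-*Flcn*-/- mice, 0.061 between genotypes on chow and 0.129 between genotypes on MCD, and 0.00613 over all groups. Results with the block therefore stand beside the comparison of genotypes on MCD. Not analysed here were the reads themselves, the immunoblot, histology and RT-qPCR measurements, and the experiments on other diets.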

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

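The splits of the samples and the test of chromosome 11 were set before their results were seen; the tests of muscle genes, bile duct genes, Y-linked genes, the chow part of cluster 2 and TFEB and TFE3 targets were chosen only after the result was seen.

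Among 167 groups of the named genes' values, 19 (11.4%) held a library far from the others by Dixon's test at the 95% level, where 5%, or 8.35 groups, come from noise alone; the 19 lie in 13 genes. Cre Chow 5 and Cre MCD 3 each held 3 of them. Several rest on few counts: *Sprr1a* in Cre Chow 5 (0.0677 CPM, others 0), *Prkg2* in Cre Chow 6 (0.161 CPM, others 0), *Adra2a* in Cre Chow 4 (0.243 CPM, 4 counts) and *Dmbt1* in Cre MCD 5 (0.717 CPM, 14 counts). At higher levels stood *Lcn2* in Flcn KO Chow 3 (76.0 CPM, others up to 29.7), *Map1lc3b* in Cre Chow 6 (87.6 CPM, others up to 66.98), *Adra2a* in Flcn KO Chow 4 (10.7 CPM, others up to 1.83), *Acta2* in Flcn KO MCD 4 (3.68 CPM, others up to 1.86) and *Dmbt1* in Flcn KO MCD 6 (27.7 CPM, others up to 3.30). Lower than the rest of their group were *C5ar1* in Flcn KO Chow 1 (0.156 CPM, others from 0.937), *Cxcl1* in Cre MCD 4 (13.0 CPM, others from 22.0) and *Sqstm1* in Flcn KO Chow 2 (403.3 CPM, others from 443.02). *Cyp2a22* stood out in Cre MCD 1 (66.6 CPM, others up to 4.35) and Flcn KO Chow 2 (9.74 CPM, others up to 0.993), which are also the female libraries with the most counts on Y-linked genes; whether these are related was not tested. No explanation was tested for the values in this paragraph.

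In Cre MCD 3, *Myo18b* (19.1 CPM, others up to 0.679), *Fxyd6* (7.64 CPM, others up to 0.922) and *Acta2* (15.8 CPM, others up to 7.71) were far above the group. The sum of 15 further skeletal muscle genes was 3733 CPM there and 9.30 to 184 CPM in the other 21 libraries (median 24.3). If muscle tissue in the sample were the source, most of these genes would peak in that library, and 15 of the 15 did, so muscle tissue taken with the liver may explain the muscle genes. For *Acta2* and *Fxyd6*, which other cells also express, the test does not separate muscle from activated stellate cells. Without this library 2359 genes differed between genotypes on MCD against 2333 with it, 1876 of them shared, and of 441 genes past both thresholds and lower in liver-*Flcn*-/- mice 278 were shared.

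In Cre Chow 5, *Dmbt1* had 325 CPM (others up to 13.5) and *Cxcl1* 26.7 CPM (others up to 7.47). Among 6 bile duct markers, 4 had their highest value of the chow libraries there, among them *Krt19* with 18.3 CPM against at most 2.73 in the others, so more bile duct tissue in that sample is a candidate explanation. *Sox9* did not peak there. Without this library 941 genes differed between genotypes on chow against 1212 with it, and 913 were shared; of 73 genes past both thresholds and lower in liver-*Flcn*-/- mice 58 were shared.

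The response to MCD differed between genotypes by the interaction or by camera on it. For the lists, the median difference was −0.94 for extracellular matrix, −1.84 for mitosis and −0.88 for inflammation genes. In splits that exchanged the genotype labels only between same-numbered mice, 1 of the 100 splits, the real one, gave as large a median for each list; the largest of the others were 0.85, 1.48 and 0.79, from splits that moved 1 or 2 pairs and so kept most labels. For the number of genes past the interaction test (1242), 1 of the 100 splits was as large, and the others reached at most 648; for differentially responsive genes (1229) it was also 1 of the 100, and the others ranged from 221 to 1094 with a median of 458. A rule without a test of the difference thus returned many genes from mixed groups as well.

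A higher level on chow is 1 explanation of the smaller response of cluster 2. The median of its 897 genes was higher by 0.82 in liver-*Flcn*-/- mice on chow and was lower by 0.91 on MCD, and the chow part was the larger for 386 genes. Since the genes were selected on the sum of these parts, the test cannot separate a raised level on chow from a smaller response, and the pattern may hold both. *Mmp2* (−1.62, adjusted p = 0.0062 from edgeR), *Ccl2* (−2.13, adjusted p = 0.015), *Ccl5* (−2.10, adjusted p = 0.0033) and *Cxcl10* (−2.03, adjusted p = 0.0089) had a smaller response in liver-*Flcn*-/- mice. *Timp1* (−3.43, adjusted p = 0.014), *Sprr1a* (−7.09, adjusted p = 0.018), *Myo18b* (−6.10, adjusted p = 0.048), *Prkg2* (−4.98, adjusted p = 0.034) and *Cfap44* (−5.75, adjusted p = 0.0073) had all Cre libraries on chow at or under 3 counts, and *Dmbt1* (14.81, adjusted p = 0.0095) all liver-*Flcn*-/- libraries on chow, so the sizes of these interactions rest on the floor. *Cyp2a22* (−9.14, adjusted p = 0.0077) and *Fxyd6* (−5.85, adjusted p = 0.0027) had a lower response in liver-*Flcn*-/- mice; they and *Dmbt1* passed with each mouse left out in turn, with interactions from −9.49 to −5.61, from −6.11 to −4.35 and from 10.7 to 16.0. *Gpnmb* differed by −2.95 (adjusted p = 0.029) through a higher level on chow, and *Cyp46a1* by 1.8 (adjusted p = 0.039), with a response of −0.93 in Cre and 0.87 in liver-*Flcn*-/- mice. With the replicate number as a block the interaction did not pass for *Timp1* (adjusted p = 0.053; 0.0027 to 0.10 over the alternatives other than leaving out single mice), *Myo18b* (0.070; 0.0032 to 0.24) and *Gpnmb* (0.084; 0.0039 to 0.25), and with single mice left out it no longer passed for *Myo18b* in 18, for *Gpnmb* in 2 and for *Sprr1a* in 1 of the 22 fits. Over the alternatives other than leaving out single mice the call was also lost under at least 1 for *Ccl2* (adjusted p 0.0016 to 0.088), *Sprr1a* (6.0e-05 to 0.16), *Dmbt1* (1.3e-06 to 0.36), *Cyp2a22* (2.0e-05 to 0.28) and *Fxyd6* (4.2e-07 to 0.054). No alternatives are given for the interactions of *Prkg2*, *Cfap44* and *Cyp46a1*, so whether these calls hold is open.

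The paper's text does not report genotype differences on chow as a list, or these genes on either diet. On chow, *Il12rb2* (chromosome 6) had a mean of 18.8 CPM in liver-*Flcn*-/- mice against 0.14 in Cre mice, *Prkg2* (chromosome 5) 4.39 CPM, at least 21.4-fold higher, *Gm18860* (chromosome 8, a processed pseudogene) 3.29 CPM, at least 16.1-fold higher, and *Cfap44* (chromosome 16) 0.682 CPM, at least 3.32-fold higher. *Gm45910* (chromosome 8, an unprocessed pseudogene) was lower, at 0.115 CPM against 21.9. On MCD, *Il12rb2* had 15.0 CPM against 0.145, *D7Ertd443e* (chromosome 7) 5.90 CPM against 0.0611, *Cyp46a1* (chromosome 12) 97.8 CPM against 1.21, *Mmp27* (chromosome 9) 78.2 CPM against 1.11, and *Adra2a* (chromosome 19) 5.60 CPM, at least 40.5-fold higher. Each had an adjusted p from edgeR of at most 0.001, and its groups did not overlap; for *Il12rb2*, which varied widely between liver-*Flcn*-/- mice, the adjusted p reached 0.24 on chow and 0.15 on MCD over the alternatives (from 4.9e-09 and 1.7e-08).

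If strain variants carried along with the targeted allele were the cause, genes called on both diets would crowd around *Flcn* on chromosome 11, where none of these genes lies. The paper's cross for liver-*Flcn*-/- mice used floxed parents only, so the Cre mice came from other parents. Variants not linked to *Flcn* may therefore also differ between the genotypes, and a test around *Flcn* does not reach them. Within 10 Mb of *Flcn* 9 of 223 tested genes were called on both diets (4.04%) against 2.59% elsewhere (one-sided Fisher's exact test, p = 0.130), which did not pass. Of the 130 genes that also passed the threshold on the log2 fold change on both diets 5 lay there (one-sided Fisher's exact test, p = 0.056). In windows chosen after the result was seen the share was 7.79% within 2 Mb (6 of 77) and 7.08% within 5 Mb (8 of 113). Within 20 Mb it was 4.17% (18 of 432). Of the 130 genes 4, 5 and 9 lay in these windows, so an effect on genes close to *Flcn* is not ruled out. Within 2 Mb *2610507I01Rik* was lower in liver-*Flcn*-/- mice (−5.61 on chow and −4.86 on MCD) and *Gm12248* higher (6.05 and 7.35). The adjusted p from edgeR was at most 3.7e-07 for both. *Gm12248* had a mean of 0.0214 CPM in Cre mice on chow, so the size of its difference rests on the floor. A second explanation, raised targets of TFEB and TFE3, is reported under *Rragd* and *Gpnmb* in the other observations, and neither test reaches each gene. For the number of genes, 1 of the 32 splits, the real one, gave as many on chow (1212, others at most 593, from the split that exchanged all 5 pairs and so comes close to the mirror of the real one), and 1 of the 32 on MCD (2333, others at most 565).

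Of the 22 libraries 10 read as male and 12 as female from *Xist* and Y-linked genes, and the paper's text does not state the animals' sex. In 5 of the 12 female libraries the Y-linked genes exceeded 5% of the male mean, a limit chosen after the values were seen: 6.11% in Cre Chow 2, 15.5% in Cre MCD 1, 15.0% in Flcn KO Chow 2, 6.60% in Flcn KO Chow 4 and 6.77% in Flcn KO MCD 3, against at most 1.76% in the other 7. If RNA of male mice were the source, the Y-linked genes would rise together. Across the 12 female libraries *Ddx3y* and *Uty* together went with *Eif2s3y* and *Kdm5d* (Spearman's rho 0.98, Pearson's r 0.977, permutation p = 2.0e-05 for each, the smallest the permutations can give; adjusted over 3 relations 6.0e-05; r 0.994 without the 2 libraries farthest from the median). Across the 6 female chow libraries the Y-linked genes went with *Mup20*, which is high in male livers (rho 0.94, exact permutation p = 0.017, adjusted 0.017; r 0.988, exact permutation p = 0.0028, adjusted 0.0028; r 0.941 without the 2 farthest). A share of male RNA in these libraries, from handling or from reads assigned to another index, is consistent with both relations, and the tests do not separate these routes. The groups of the male mice were not tested. *Cyp46a1* had at least 24.5 CPM in every liver-*Flcn*-/- mouse and at most 1.69 CPM in Cre mice on MCD. These values argue against liver-*Flcn*-/- RNA at a share of 15.5% in Cre MCD 1. *Gm45910* had at least 12.1 CPM in Cre mice and at most 0.238 CPM in liver-*Flcn*-/- mice on chow. That argues against RNA of Cre mice on chow at a share of 15.0% in Flcn KO Chow 2. Other sources and the other libraries stay open.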

How the results depend on the processing

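The alternatives that leave out single livers from cluster 2, and those that leave the genes of Fig. 5B out of the autophagy and lysosome lists, were added after the values were seen; the others were set before the data were examined. Over group results 671 of 699 values under an alternative kept their direction and side of the threshold, or stayed within 1.5 times the count. Over 61 single genes or counts of single genes, 1760 of 1866 did, 67 were weaker, 27 stronger, 2 moved and 10 reversed; 36 of the 61 kept both under every alternative that could be run for them. No cause was tested for the changes below unless named.

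For the genotype difference on chow, leaving out the 5 libraries with a low uniquely mapped share gave 494 genes against 1212; these 5 are the male chow libraries, and 3 mice against 3 remain, so fewer mice and sex change together. With single mice left out it was from 670 to 1429 genes across the 22 fits. On MCD it ranged from 1872 (replicate block) to 2834 genes, and from 1773 to 2460 with single mice left out. Requiring at least 10 counts in every sample gave 1687 genes for the MCD response in Cre mice and 1069 in liver-*Flcn*-/- mice. Differentially responsive genes numbered 431 under that filter, 559 when the interaction also had to pass, 2451 with no filter on low counts and 299 when passing in both genotypes was required. The interaction passed for 552 genes with the replicate block, 779 without the 5 low-mapping libraries, 1728 with DESeq2, and from 819 to 1426 with single mice left out.

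Cluster 2 moved with single livers: with each left out in turn its size went from 221 to 987 genes, and its overlap from 5 to 44 extracellular matrix genes, from 2 to 38 inflammation genes and from 0 to 67 mitosis genes; 1, 2 and 3 of these 22 overlaps were no longer past the threshold. Without clustering, the genes raised in Cre mice and less so in liver-*Flcn*-/- mice held 41 matrix, 33 inflammation and 62 mitosis genes. With Reactome's cytokine signaling set in place of the inflammation genes the overlap was 18, no longer past the threshold (adjusted p = 0.088; 7.8e-18 to 1 over the alternatives). By camera the smaller response of the 3 lists in liver-*Flcn*-/- mice kept its direction and side under every alternative run, Reactome's sets included, with medians from −1.08 to −0.59 for matrix, from −0.92 to −0.13 for inflammation and from −2.43 to −0.05 for mitosis genes. Without the 13 genes that Fig. 5B lists, the autophagy genes on MCD had a median of 0.0232 and no longer passed (adjusted p = 0.48; 8.0e-06 to 0.48 over the alternatives).

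*Sqstm1* between genotypes lay near 0 in every fit: on MCD 0.011 with limma-voom, 0.014 with the block and from −0.15 to 0.13 with single mice left out, and on chow from −0.087 to 0.011 with single mice left out. *Adgre1* with MCD in Cre mice, 0.00 in the reported fit, was −0.087 with the uniquely mapped share as a covariate, −0.014 with the block, −0.21 without the 5 low-mapping libraries and from −0.088 to 0.090 with single mice left out. No fit called these differences.

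For pairs of groups in which same-numbered mice were uncorrelated, the block gave 2938 genes for the MCD response in Cre mice, 1805 in liver-*Flcn*-/- mice and 869 between genotypes on chow. RLE factors in place of TMM moved the median log2 fold change of all genes most for the MCD response in Cre mice, from 0.01 to 0.03. Depth limits genes near the filter, above all *Timp1* and the genes with all libraries of a group at or under 3 counts. Not run were DESeq2 for the lists, Reactome's sets for the lipid, autophagy and lysosome lists, and the filter on every sample for genes it removes.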

Differences from the paper's values

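Of 27 measures compared with the paper's values, 2 differ, both in p62 mRNA. Among the 27 are 20 log2 fold changes with MCD from the held part of Supplemental Table 1. They cover named genes from *Abhd6* to *C5ar1* in alphabetical order and come from the same libraries. Their largest gap, 0.61, was not counted as a difference. The other measures are numbers of genes and the p62 folds of Fig. 5F. The paper's RT-qPCR and staining results are not among the 27, so this comparison does not cover them. No test in this part was chosen after the result was seen apart from the fits named at its end. Relative to Cre mice on chow, the paper's Fig. 5F shows p62 mRNA of about 0.97 in Cre mice on MCD (Fig. 5F, read by eye), and the counts gave 1.82. For liver-*Flcn*-/- mice on chow the paper's Fig. 5F shows about 1.8 (Fig. 5F, read by eye), and the counts gave 0.973. Under the alternatives set before the data were examined the values ranged from 1.62 to 1.98 and from 0.941 to 1.01, and none of them closed either gap.

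The paper states that p62 mRNA was raised in liver-*Flcn*-/- mice and not changed by the diet. Here its log2 fold change was 0.87 with MCD in each genotype, and −0.04 on chow and −0.03 on MCD between genotypes. The paper states that clusters 1 and 3 were not affected by the *Flcn* status. Of the genes in cluster 1, 25 of 44 were higher in liver-*Flcn*-/- mice on MCD, and of those in cluster 3, 100 of 288 differed between genotypes on MCD; as all these genes were selected for a difference in response, and the clusters are not known to be the paper's, the counts describe them and do not test the statement. Genes of cluster 2 were not increased in liver-*Flcn*-/- mice according to the paper, and 190 of 897 passed both thresholds upward in these mice. The paper ranks extracellular matrix organization as the most significantly affected pathway of cluster 2. With the lists used here mitosis genes had the smaller adjusted p (6.6e-49 against 2.9e-17, one-sided Fisher's exact tests), and with Reactome's sets, an alternative set before the data were examined, the matrix set had it (9.4e-17 against 1.6e-09; over the alternatives 1.5e-24 to 0.30 for matrix and 6.7e-57 to 1 for mitosis), as it had in 3 of the 22 fits that each left out 1 liver, added after the values were seen.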

Other observations

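The tests of the reference genes, of sex by genotype, of the low uniquely mapped share as a covariate and of the splits were set before their results were seen; the tests of sex and Mup genes for that share, of TFEB and TFE3 targets, of p62, of exon 7 and of macrophage markers were chosen only after the result was seen.

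The RT-qPCR reference genes changed with the diet in these counts. With MCD *B2m* was lower (−0.71 in Cre and −0.88 in liver-*Flcn*-/- mice, adjusted p = 4.3e-06 and 4.1e-07 from edgeR), *Rplp0* was higher (0.75 and 0.57, adjusted p = 4.7e-05 and 0.0012) and *Tbp* was lower (−0.31 and −0.25, adjusted p = 0.0095 and 0.041), and *Ptp4a1*, listed under 2 identifiers, was under the filter on low counts. The mean log2 CPM of the 4 genes shifted by −0.33 in Cre mice, more than the SDs between mice of 0.168 and 0.211 (exact permutation p = 0.022), and by −0.28 in liver-*Flcn*-/- mice (exact permutation p = 0.028). Without *Ptp4a1* the shift was −0.10 in Cre mice (exact permutation p = 0.048) and −0.18 in liver-*Flcn*-/- mice (exact permutation p = 0.0043). Between genotypes *B2m* was higher in liver-*Flcn*-/- mice on chow (0.35, adjusted p = 0.028 from edgeR) and *Rplp0* was lower on MCD (−0.40, adjusted p = 0.037), while the mean of the 4 genes shifted by −0.07 on chow (exact permutation p = 0.51) and −0.01 on MCD (exact permutation p = 0.93). A change in the reference genes may therefore enter RT-qPCR comparisons between diets, and with single reference genes also those between genotypes, by a size that depends on how *Ptp4a1* was measured; how the paper combined the 4 genes was not tested.

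In 5 chow libraries under 75% of the reads mapped uniquely. With this as a covariate 1484 genes differed between genotypes on chow against 1212, within 1.5 times, so entering the low share did not remove the difference. All 5 male chow libraries and 0 of 6 female chow libraries were low (two-sided Fisher's exact test, p = 0.0022), but 0 of 5 male libraries on MCD, so sex of the mouse alone is not the cause. Mup genes took 2.21 to 3.58% of the counts in the male chow libraries, 0.236 to 0.659% in the female ones and at most 0.104% on MCD. Across the 6 female chow libraries a larger Mup share went with a lower uniquely mapped share (rho −0.94, exact permutation p = 0.017, adjusted over 3 relations 0.017; r −0.96, exact permutation p = 0.0028, adjusted 0.0028; r −0.75 without the 2 libraries farthest from the median). Reads that align to several Mup genes may lower the share, but with so few libraries, and without the reads, this cannot be told apart from other differences between them. The groups hold 3 male and 3 female (Cre on chow), 2 and 3 (Cre on MCD), 2 and 3 (liver-*Flcn*-/- on chow) and 3 and 3 (liver-*Flcn*-/- on MCD) libraries, with no difference between genotypes in sex (two-sided Fisher's exact test, p = 1); at these sizes the test cannot rule out a part of sex in single genes.

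*Rragd*, chosen after its values were seen, separated the genotypes in all libraries: 2.18 ± 0.522 and 33.2 ± 10.3 CPM in Cre and liver-*Flcn*-/- mice on chow (SD, n = 6 and 5) and 6.77 ± 2.23 and 61.6 ± 11.5 CPM on MCD (SD, n = 5 and 6). The log2 fold change was 3.91 on chow and 3.18 on MCD (adjusted p = 7.8e-10 and 2.5e-08 from edgeR). *Gpnmb* was higher in liver-*Flcn*-/- mice on chow (3.04, adjusted p = 0.0082) and not on MCD (0.09, adjusted p = 0.92). If targets of TFEB and TFE3 were raised, the 13 targets other than *Flcn* would rank above the other genes on both diets. Their median was 0.43 on chow (12 of 13 higher, camera, adjusted p = 6.2e-12) and 0.60 on MCD (11 of 13, adjusted p = 4.6e-12), but the list holds *Rragd* and *Gpnmb*, which prompted the test, so this in part restates them. Without these 2 the median of the other 11 was 0.40 on chow (10 higher, camera, adjusted p = 5.5e-06) and 0.60 on MCD (9 higher, adjusted p = 5.5e-09), which is consistent with raised activity of TFEB and TFE3. As the test was chosen after the values of those 2 were seen, this is a hypothesis, and mRNA of *Tfeb* (−0.07 and −0.13, adjusted p = 0.80 and 0.58 from edgeR) did not differ while that of *Tfe3* was lower on MCD (−0.29, adjusted p = 0.0061). Among 74 lysosome genes the median was 0.28 on chow (59 higher, camera, adjusted p = 3.1e-17) and 0.39 on MCD (61 higher, adjusted p = 4.8e-18; with the replicate block 0.38, where same-numbered mice had a mean correlation of 0.129). For these medians 1 of the 32 splits on chow and 1 of the 32 on MCD, the real ones, were as large, and the others reached at most 0.23 and 0.29. The median on MCD was also largest in the real split, 1 of the 32, for autophagy genes (0.11, others at most 0.10; 13 of the 57 are the paper's own choice from these livers), lipolysis genes (−0.16, others at most 0.15 in size) and lipogenesis genes (−0.19, others at most 0.17 in size), although camera did not call the lipid lists. The MCD response had 1 of the 32 splits as large in each genotype: 2995 genes in Cre mice and 1819 in liver-*Flcn*-/- mice in the real ones, and at most 2273 and 1224 in the others, both from the split that exchanged all 5 pairs of same-numbered mice. The other splits exchanged the labels of 1 to 5 such pairs.

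For p62 mRNA, exchanging the values of liver-*Flcn*-/- mice on chow and Cre mice on MCD brought the sum of the absolute differences from Fig. 5F to 0.0457, against 1.70 as labelled. Another of the 6 orders came as close, and the order was tried because the values had been seen, so whether groups were exchanged in the figure cannot be told; exchanged labels of the counts could give the same order, but *Rragd* had 6.77 CPM in Cre mice on MCD and 33.2 CPM in liver-*Flcn*-/- mice on chow, on the side of their labelled genotype.

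*Flcn* counts fell by 35.6% in liver-*Flcn*-/- mice on chow, and exon 7 makes up 2.68% of the transcript. If only reads of exon 7 were missing, the fall would be no larger than that share, so loss of the exon's own reads does not account for it; a lower level of transcripts without exon 7 may add to it and was not tested.

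*Adgre1*, the gene of F4/80, did not change with MCD in Cre mice (0.00, adjusted p = 0.99 from edgeR) and was lower in liver-*Flcn*-/- mice (−0.56, adjusted p = 0.014), and the interaction did not pass (adjusted p = 0.17). In Cre mice the median of 6 markers of resident macrophages was −0.49 with MCD while that of 7 markers of monocyte-derived macrophages was 2.08. A shift from resident to monocyte-derived macrophages that leaves *Adgre1* level is a candidate explanation, since bulk RNA holds both; no cell was counted.

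In the counts *Ctsa* rose with MCD in Cre mice (0.33, adjusted p = 0.021 from edgeR) and in liver-*Flcn*-/- mice (0.53, adjusted p = 0.0012), *Ctsf* was lower with MCD in Cre mice (−0.31, adjusted p = 0.050) and *Depp1* passed in neither genotype (−0.07 and 0.48, adjusted p = 0.87 and 0.24). Other autophagy genes higher in liver-*Flcn*-/- mice were *Gabarapl1* (0.46 on chow and 0.91 on MCD, adjusted p = 0.040 and 1.3e-04), *Vps18* (0.33 and 0.46, adjusted p = 0.019 and 9.0e-04) and *Arsb* (0.64 and 0.61, adjusted p = 1.2e-04 and 1.8e-04), and *Map1lc3b* on MCD alone (0.44, adjusted p = 0.0075; on chow 0.08, adjusted p = 0.69), which does not show that its difference depends on the diet (interaction 0.36, adjusted p = 0.15). With single mice left out the call on chow was lost for *Gabarapl1* in 8 and for *Vps18* in 1 of the 22 fits. Each also lost it in 1 of the 9 other alternatives (adjusted p up to 0.25 for both). Between genotypes on chow 1212 genes passed, 776 higher and 436 lower in liver-*Flcn*-/- mice, 454 of them also past the threshold on the log2 fold change; the groups did not overlap for 976 genes, 700 of them among the 1212, where random order gives 0.433%.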
